# Targeting SKA3 suppresses the proliferation and chemoresistance of laryngeal squamous cell carcinoma via impairing PLK1–AKT axis-mediated glycolysis

**DOI:** 10.1038/s41419-020-03104-6

**Published:** 2020-10-26

**Authors:** Wei Gao, Yuliang Zhang, Hongjie Luo, Min Niu, Xiwang Zheng, Wanglai Hu, Jiajia Cui, Xuting Xue, Yunfeng Bo, Fengsheng Dai, Yan Lu, Dongli Yang, Yujia Guo, Huina Guo, Huizheng Li, Yu Zhang, Tao Yang, Li Li, Linshi Zhang, Rui Hou, Shuxin Wen, Changming An, Teng Ma, Lei Jin, Wei Xu, Yongyan Wu

**Keywords:** Cancer metabolism, Tumour biomarkers, Head and neck cancer

## Abstract

Spindle and kinetochore-associated complex subunit 3 (SKA3) is a well-known regulator of chromosome separation and cell division, which plays an important role in cell proliferation. However, the mechanism of SKA3 regulating tumor proliferation via reprogramming metabolism is unknown. Here, SKA3 is identified as an oncogene in laryngeal squamous cell carcinoma (LSCC), and high levels of SKA3 are closely associated with malignant progression and poor prognosis. In vitro and in vivo experiments demonstrate that SKA3 promotes LSCC cell proliferation and chemoresistance through a novel role of reprogramming glycolytic metabolism. Further studies reveal the downstream mechanisms of SKA3, which can bind and stabilize polo-like kinase 1 (PLK1) protein via suppressing ubiquitin-mediated degradation. The accumulation of PLK1 activates AKT and thus upregulates glycolytic enzymes HK2, PFKFB3, and PDK1, resulting in enhancement of glycolysis. Furthermore, our data reveal that phosphorylation at Thr360 of SKA3 is critical for its binding to PLK1 and the increase in glycolysis. Collectively, the novel oncogenic signal axis “SKA3-PLK1-AKT” plays a critical role in the glycolysis of LSCC. SKA3 may serve as a prognostic biomarker and therapeutic target, providing a potential strategy for proliferation inhibition and chemosensitization in tumors, especially for LSCC patients with PLK1 inhibitor resistance.

## Introduction

Laryngeal squamous cell carcinoma (LSCC) is the second most frequent tumor of the respiratory tract or head and neck carcinoma^1,2^. Approximately 177,422 new cases of LSCC and 95,000 LSCC-related deaths have occurred worldwide in 2018^3^. Patients with LSCC showed severe impairments of important physiological functions such as vocalization, breathing, and swallowing, which diminish the quality of life. Though radiotherapy and chemotherapy have rapidly developed for numerous types of cancer^4^, the 5-year survival rate of patients with LSCC has decreased from 66% to 63% during the past 40 years^5^.

The onset of LSCC is occult, accounting for 60% incidence of patients with advanced stages (clinical stages 3 and 4) upon diagnosis^1,6^. Furthermore, those with the highest risk of recurrence are usually diagnosed in the first 2–3 years after surgery^7^. Moreover, secondary primary tumors are often diagnosed in patients whose initial lesion is controlled^8^. These major adverse factors significantly decrease the efficacy of long-term treatment and the survival rates of patients^9^. Thus, it is necessary to identify the molecular regulatory mechanisms underlying the progression of LSCC and the development of chemoresistance, by which to identify novel therapeutic targets, and developing new therapeutic strategies for LSCC patients.

Spindle and kinetochore-associated complex subunit 3 (SKA3) is a component of the SKA complex, which functions to stabilize the kinetochore–microtubule interaction in mitosis^10,11^. Knockdown of SKA3 expression activates the spindle assembly checkpoint with loss of sister chromatid cohesion, leading to mitotic arrest during metaphase^12,13^. SKA3 is implicated in the development and progress of lung adenocarcinoma, prostate cancer, cervical cancer, and breast cancer^14–17^. Here, we show that SKA3 is also highly expressed in LSCC, and higher levels of SKA3 are closely associated with poorer clinicopathological characteristics.

Polo-like kinase 1 (PLK1) is a serine/threonine-protein kinase, which is associated with mitotic spindle poles. As an early trigger that activates G2/M transition, PLK1 supports the functional maturation of the centrosome in late G2/early prophase and the establishment of the bipolar spindle^18^. PLK1 is considered a pro-oncogene as its role in driving cell-cycle progression and frequent overexpression in various types of cancer^19^. Moreover, it has been found that PLK1 was associated with drug resistance of several cancer chemotherapy drugs. Therefore, PLK1 inhibition has been considered as a potential strategy to develop novel drugs for the treatment of various types of cancer. However, PLK1 inhibitors, which initially succeeded in preclinical, have not been translated into clinical practice^20^. Hence, further elucidating the detailed regulatory mechanism(s) of PLK1 is required to pave a way for PLK1-targeted cancer treatment.

In this study, we have found that SKA3 binds and stabilizes PLK1 via inhibiting its ubiquitination and proteasome degradation, which in turn leads to activation of AKT. Moreover, activated SKA3–PLK1–AKT signaling enhances glycolysis, thus resulting in an increase of LSCC cell proliferation and resistance to chemotherapeutic drug treatment. Collectively, the data indicate a novel oncogenic pathway SKA3–PLK1–AKT in promoting LSCC cell proliferation and drug resistance via the enhancement of glycolysis.

## Materials and methods

### Ethics approval and consent to participate

The clinical sample study was approved by The Medical Ethics Committee of Shanxi Medical University (Approval number: 2015LL030). Informed consent as per institutional guidelines was obtained from all patients who agreed to participate in this study. Animal care, experimental procedures, and euthanasia followed the Health Guide for the Care and Use of Laboratory Animals approved by the Institutional Animal Care and Use Committee of Shanxi Medical University (Approval number: 2019SD136).

### Patients and tissue samples

We conducted transcriptome analyses of 53 primary LSCCs and matched adjacent normal mucosa tissues (ANM) (Supplementary Table S5). The tissues were acquired from patients undergoing surgery at the Department of Otolaryngology Head and Neck Surgery of The First Hospital Affiliated with Shanxi Medical University. LSCC was diagnosed using histology, and patients did not receive radiotherapy or chemotherapy before surgery. The histological types of LSCC were determined according to the World Health Organization (WHO) system. The tumor stage was defined according to the tumor site (T), lymph-node involvement (N), and distant metastatic (M) spread staging system (TNM) of the American Joint Committee on Cancer (AJCC, 8th edition).

### Plasmid construction and transfection

The wild-type and phosphorylation-site mutant SKA3 lentiviral expression plasmids were generated by inserting wild type or mutant SKA3 CDS fusion with a Flag tag sequence into the BamHI and XhoI sites of the lentiviral vector pLenti-puro (a gift from Ie-Ming Shih, Addgene plasmid # 39481). For SKA3-knockdown stable cell generation, three sgRNAs targeting *SKA3* exon 1 were synthesized and inserted into the pSpCas9(BB)-2A-Puro vector (Addgene plasmid # 62988). shRNA constructs targeting the top 50 upregulated genes used for high-content screening and the negative-control construct were purchased from Sigma-Aldrich (Munich, Germany). Wild-type and phosphorylation-site mutant SKA3 transient expression plasmids were constructed by inserting the corresponding expression frame into p3×FLAG-CMV-10 vector (Sigma-Aldrich). PLK1, PTEN, and Ubiquitin (Ub) expression plasmids were generated by inserting coding sequence into pCMV-HA vector (Clontech). Luciferase reporter plasmid pGL4.10-SKA3 was generated by inserting the promoter sequence (+100 to −1000 relative to transcription start site) into pGL4.10 vector. Transfection was performed using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol.

### siRNA-mediated knockdown

For in vitro cell experiments, siRNAs targeting *SKA3*, *MYC*, *PLK1*, *PTEN*, *HK2*, *PFKFB3*, and *PDK1* were synthesized by Genepharma (Shanghai, China) and were transfected into cells using Lipofectamine 3000 reagent (ThermoFisher Scientific) according to the manufacturer’s instruction. The siRNA sequences used in this study were shown in Supplementary Table S6.

### High-content screening (HCS)

shRNA lentiviruses for the top 50 upregulated genes in LSCC tissues were produced in HEK293T cells. FD-LSC-1 cells stably expressing green fluorescence protein (GFP) were infected with viruses supernatant with 8 μg/ml polybrene. After 48 h of incubation, 2 μg/ml puromycin (Santa Cruz) was added for 2 days, then the equal number of cells were seeded into 96-well plates, and cell proliferation was measured on ImageXpress Micro Widefield High Content Screening System (Molecular Devices, Sunnyvale, CA) for 5 days. Sequences for shRNA constructs are listed in Supplementary Table S7.

### Co-immunoprecipitation

Co-immunoprecipitation (CoIP) was performed using a Co-Immunoprecipitation kit (ThermoFisher Scientific) following the manufacturer’s instructions. Briefly, cells were cultured in a 100-mm dish and collected at 90% confluence using IP lysis buffer with Protease Inhibitor Cocktail (ThermoFisher Scientific). After centrifugation, the supernatant was used for CoIP. Protein samples from the CoIP experiments were analyzed by western blotting or subjected to mass spectrometric analysis.

### Mass spectrometric analysis

CoIP was conducted with the Flag antibody. Protein samples were separated by 4–20% gradient SDS-PAGE (Genscript, Nanjing, China), then stained with Coomassie Brilliant Blue staining solution (Bio-Rad, Hercules, CA), and protein bands excised from the gel lanes were digested with trypsin and subjected to mass spectrometric analysis (MS) on a Q Exactive™ Hybrid Quadrupole-Orbitrap™ Mass Spectrometer (ThermoFisher scientific) by ProteinT (Tianjin) Biotech Co., Ltd. (Tianjin, China). Proteins were identified using Mascot software (version 2.3) with the Swissprot Human database (20207 sequences).

### Luciferase reporter assay

Cells were cultured in 48-well plates and cotransfected with SKA3 promoter luciferase reporter plasmid, *Renilla* luciferase plasmid pGL4.73 (Promega, Madison, WI), and siRNA targeting *MYC*. After 48-h transfection, luciferase activity was determined using the Dual-Luciferase Reporter Assay System (Promega) on SpectraMax i3x Multi-mode detection platform (Molecular Devices).

### Glycolysis-capacity assay

Extracellular acidification rate (ECAR) was assayed on a Seahorse XFp instrument (Agilent Technologies, Inc., Santa Clara, CA) according to the manufacturer’s instructions. Briefly, cells were seeded into the Seahorse eight-well plate at a density of 5000 cells/well, followed by culturing for 12 h. In all, 10 mM glucose, 2 μM oligomycin, and 2-deoxy-d-glucose were added in order, and ECAR was measured.

### Construction of the preclinical model and chemotherapy sensitivity analysis in vivo

SPF-grade male BALB/C nude mice (aged 7 weeks) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd (Beijing, China) and maintained under SPF condition (TECNIPLAST S.p.A., Italy). The nude mice were assigned to each group randomly. For xenograft tumor formation, mice were subcutaneously injected with SKA3 overexpression or knockdown cells, and with NC or Vector cells as control (six mice per group, 4 × 10^6^ NC and SKA3-KD cells were inoculated, and 2 × 10^6^ vector and SKA3-OE cells were inoculated for each mouse). For chemotherapy drug treatment, mice were randomly divided into the control- and cisplatin-treatment group (seven mice per group, 4 × 10^6^ cells were inoculated for each mouse). Cisplatin was administered by intraperitoneal (i.p.) injection at 60 μg/mouse per week for 3 weeks. The tumor sizes were measured every 2 days with calipers, and the volume was determined by long diameter × short diameter^2^/2. Tumors were harvested, weighed, and photographed at the end of treatment.

### SKA3-knockout mice

SKA3-knockout mice were generated by CRISPR/Cas9 method (Cyagen Biosciences (Suzhou) Inc., Jiangsu, China). The paired-guide RNA targeting mouse Ska3 gene (exons 2–6) was designed. The guide RNA sequences were gRNA1: GAGCUGUGCGACUGCUAGUAAGG; gRNA2: GGCCACUCUUAGGGAUGCGUGGG. Cas9 mRNA and gRNA generated by in vitro transcription were co-injected into fertilized eggs, and the transgenic embryos were planted into pseudopregnant mice. Successful mutation of the SKA3 gene was identified through PCR genotyping using tail DNA. PCR products were further verified by DNA sequencing. The genotyping primers were as follows: forward primer, 5′-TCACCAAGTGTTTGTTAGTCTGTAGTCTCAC-3′; reverse primer, 5′-ATCTGAATAGTGGCTGCCATACCAAAT-3′. The positive female founder mice and wild-type male mice were bred to obtain F1 SKA3 heterozygote mice. Male and female SKA3 heterozygote mice were then crossed to obtain SKA3 homozygote mice. A total of 137 heterozygote mice were produced, but there was no mouse with a homozygous deletion of SKA3. According to the probability of genetics reported previously, we proposed that the homozygous deletion of SKA3 is embryonically lethal. Moreover, the embryos from 5.5 days post cohabitation (dpc) to 16.5 dpc were genotyped by PCR, and no homozygous embryo was detected. For mouse-embryo genotyping, the tail tips were isolated, and the SKA3 mutation was identified by PCR amplification using the TransDirect Mouse Genotyping Kit (TransGen Biotech Co., Ltd., Beijing, China). Therefore, wild-type and SKA3 heterozygote mice were used in this study.

### TCGA data analysis

Expression data, clinical features, and overall survival probability of head and neck squamous cell carcinoma (HNSCC) were analyzed with GEPIA2 (http://gepia2.cancer-pku.cn/)^21^. Fragments per kilobase million (FPKM) for SKA3 and PLK1 in LSCC were obtained from The Cancer Genome Atlas (TCGA) HNSCC cohort (https://portal.gdc.cancer.gov/projects/TCGA-HNSC), followed by expression correlation analysis.

### Statistical analysis

Data were analyzed using the IBM-SPSS Statistics software package (version 20, IBM-SPSS Statistics, Armonk, NY, USA). All data represent the results of at least three independent experiments, and are expressed as the mean ± standard deviation (SD), unless stated. The sample sizes were sufficient for statistical analysis. The independent *t* test was used to compare baseline variables, and Fisher’s exact test was used to analyze numerical data. Overall survival was defined as the time from surgery to the date of death from laryngeal carcinoma or the date of the last follow-up. Survival analysis was performed using the Kaplan–Meier method with a log-rank test. *P* < 0.05 was considered to indicate a significant difference. All tests were two-tailed.

The following experiments are presented in the Supplemental Materials and Methods: transcriptome- sequencing analysis, cell culture, generation of stably overexpressing and knockdown cells, immunofluorescence staining, cell proliferation analysis, colony-formation assay, RNA extraction, reverse transcription, real-time quantitative PCR (qPCR), western blotting, immunohistochemical staining and analysis, and chromatin immunoprecipitation (ChIP). Antibodies and reagent information is shown in Supplemental Materials and Methods.

## Results

### SKA3 is highly expressed in LSCC and associated with poor prognosis

To identify novel therapeutic targets of LSCC, RNA sequencing was performed to compare gene expression profiles between human LSCC tissues and paired adjacent normal mucosal tissues (ANM) (*n* = 53). Furthermore, the role of the top 50 upregulated genes (Fig. 1A; Supplementary Table S1) in LSCC proliferation was investigated by shRNA-mediated knockdown and high-content screening. Among the top 50 upregulated genes, knockdown of SKA3 most significantly reduced LSCC cell proliferation (Fig. 1B). Thus, we focused on the function and mechanism of SKA3 in this study. High SKA3 protein expression was further confirmed in an enlarged cohort of 165 LSCC samples using immunohistochemical staining (IHC) analysis (Fig. 1C, D).

**Fig. 1:**
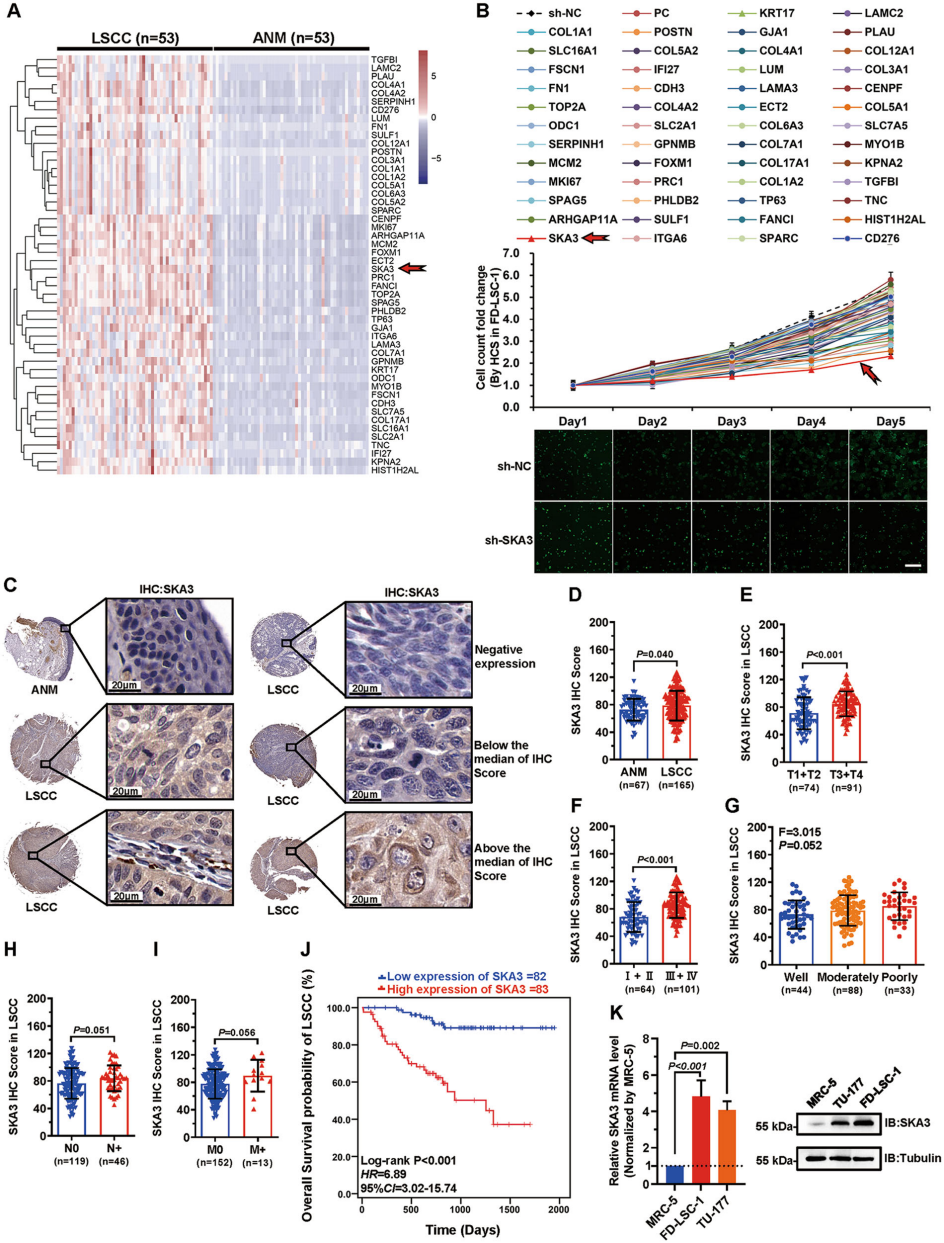
SKA3 is highly expressed in laryngeal squamous cell carcinoma (LSCC) with a poor prognosis. **A** Transcriptome sequencing of 53 pairs of LSCC and matched adjacent normal mucosal (ANM) tissues was performed to identify the top 50 upregulated genes in LSCC for cluster analysis. **B** The top 50 upregulated genes were individually knocked down via infection with shRNA viruses in the LSCC cell line FD-LSC-1; cell proliferation was measured using a high-content screening system for 5 days. Top: fold change of the cell proliferation of each group normalized to day 1. Bottom: representative cell images from high-content screening. NC negative control, PC positive control. Scale bar, 200 μm. **C** SKA3 expression in paraffin sections of an LSCC tissue array (*n* = 165) was detected using IHC. Representative images of IHC and standard of IHC scoring are shown. Scale bar, 20 μm. **D** The SKA3 protein level in LSCC and ANM tissues was determined using IHC. **E**–**I** Association analysis of the SKA3 protein levels with T stage (**E**), clinical stage (**F**), degree of pathological differentiation (**G**), N stage (**H**), and M stage (**I**) of LSCC. **J** Kaplan–Meier analysis of the association of the SKA3 levels with the overall survival of patients with LSCC. The SKA3 expression levels were divided into low or high groups according to the median IHC score (*n* = 165). **K** RT–qPCR and western blot analysis of endogenous SKA3 in MRC-5, TU-177, and FD-LSC-1 cells. The data are expressed as means ± SD of three independent experiments in (**B**) and (**K**).

To identify the clinical significance of SKA3 upregulation in LSCC, the correlation between SKA3 upregulation and LSCC patient clinical features was analyzed according to the IHC score (Supplementary Table S2). The SKA3 expression was positively correlated with T and clinical stages (*P* < 0.001) (Fig. 1E, F). The upregulation of SKA3 was mildly correlated with poor differentiation (*P* = 0.052), cervical lymph-node metastasis (*P* = 0.051), and distant metastasis (*P* = 0.056) (Fig. 1G–I). Of note, the higher expression of SKA3 protein was significantly associated with poorer survival of LSCC patients (Fig. 1J). Consistent with these results, we found that SKA3 expressed at higher levels in the LSCC cell lines TU-177 and FD-LSC-1 compared with the human normal lung fibroblast cell line MRC-5 (Fig. 1K). Collectively, these data indicated that the upregulation of SKA3 is crucial in LSCC development and progression.

### SKA3 promotes LSCC cell proliferation and xenograft tumor growth

To identify the functional significance of SKA3 upregulation in LSCC, we generated LSCC cell sublines stably overexpressing SKA3 (SKA3-OE) or knocking down SKA3 (SKA3-KD) (Fig. 2A). While SKA3 knockdown inhibited, SKA3 overexpression promoted the clonogenic capability of LSCC cells (Fig. 2B). Real-time cell analysis (RTCA) and EdU staining assays confirmed these findings (Fig. 2C, D). To identify the function of SKA3 in vivo, the SKA3-overexpressing and -knockdown LSCC cell lines were subcutaneously injected into nude mice. While SKA3 silencing retarded, SKA3 overexpression accelerated tumor growth (Fig. 2E, F). As expected, these changes were associated with alterations in the proportion of Ki67-positive cells (Fig. 2G, H), indicating that SKA3 sustained cancer cell proliferation in vivo. Together, these findings reveal that SKA3 stimulated LSCC cell proliferation in vitro and heightened the tumorigenicity in vivo.

**Fig. 2:**
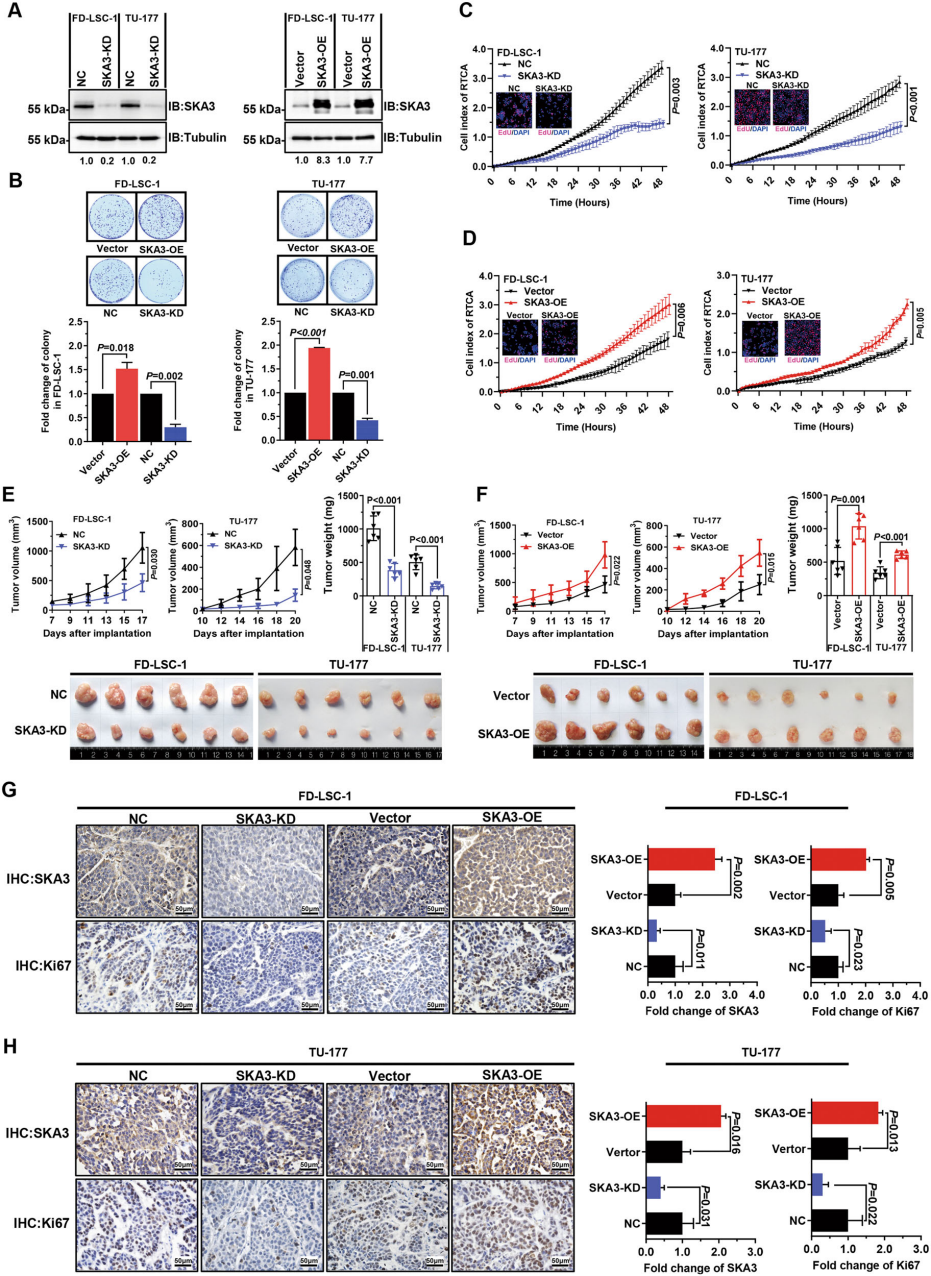
SKA3 promotes laryngeal squamous cell carcinoma (LSCC) proliferation and growth of LSCC xenograft tumors. **A** Western blot analysis of SKA3 expression in SKA3-knockdown (left) or SKA3-overexpressing (right) FD-LSC-1 and TU-177 cells. **B** Overexpression of SKA3 promoted colony formation by the FD-LSC-1 and TU-177 cell lines (upper), while silencing of SKA3 expression suppressed colony formation (lower). **C**, **D** FD-LSC-1 and TU-177 cells were transfected with siRNAs targeting SKA3 (SKA3-KD), negative-control siRNAs (NC) (**C**), SKA3-overexpression plasmid (SKA3-OE), or empty vector (vector) (**D**). Twenty-four hours after transfection, the cells were reseeded in real-time cell analysis (RTCA) plates or 96-well plates, and proliferation was measured using the RTCA system and EdU staining (merged images are superimposed on the RTCA curve). **E**, **F** Silencing (**E**) or overexpression (**F**) of SKA3 inhibited or promoted the growth, respectively, of tumors generated by xenografted FD-LSC-1 and TU-177 LSCC cell lines in nude mice. Tumor growth curves and end-point weights are shown (upper). Representative images (lower) are displayed (six mice per group). **G**, **H** IHC analysis of the expression of SKA3 and the marker of proliferation Ki67 in sections of tumors generated by xenografted FD-LSC-1 (**G**) and TU-177 (**H**) cells. Representative IHC images (left) and semiquantitative analysis of IHC images using QuPath software (right) are displayed. Scale bar, 50 µm. The data are expressed as means ± SD of three independent experiments.

### SKA3 enhances glycolysis of LSCC cells

To identify the molecular mechanism(s) underlying SKA3 function in the regulation of LSCC cell proliferation, we conducted transcriptome sequencing to identify gene expression alterations caused by SKA3 knockdown (Supplementary Table S3). 

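The sequenced cells were TU-177, an established human LSCC line. RNA from 4 cultures was sequenced, 2 with the negative control (NC) and 2 with SKA3 knockdown (SKA3-KD), and replicates are numbered 1 and 2 in each group. The sample labels describe a lentiviral shRNA with puromycin selection. The supplementary methods also describe lentiviral shRNA with puromycin selection in TU-177 cells, without naming the targeted gene. For stable knockdown of SKA3 they describe an sgRNA, Cas9 and a donor plasmid, and the legend of Fig. 2 describes siRNAs. The paper's text does not say which of these was in the sequenced cells. The labels and the supplementary methods also name different suppliers of the line. The authors deposited FPKM values (fragments per kilobase of exon, scaled to the mapped fragments of the library) for 28729 genes listed by Ensembl identifier. Each value is therefore already divided by the length of the gene and the size of the library, and differences in sequence composition between libraries are not removed. The legend of Fig. 8F names an HTSeq-FPKM workflow for the LSCC tissue samples, and the paper's text does not say whether it also made the values of these cells. The aligner, the genome build and the test behind Supplementary Table S3 are not named in the text or the supplementary methods. The low FPKM values are whole multiples of what 1 read is worth in each library. These steps gave library sizes of 11966130 and 9015056 reads in NC 1 and NC 2, and of 10177854 and 11793604 in SKA3-KD 1 and SKA3-KD 2. The replicates of each condition differed by more than sampling noise, with a chi-square per degree of freedom of 3.41 in both pairs, and were kept as separate samples. Genes were tested with limma on log2(FPKM + 1) with a mean-variance trend, over the 12645 genes with a mean FPKM of at least 1. A fold change on this scale understates the change of genes with low FPKM. An exact two-sided permutation test of 2 libraries against 2 cannot give a p-value below 0.333, so the p-values rest on the spread that limma estimates across genes.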

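SKA3 (ENSG00000165480) lies on the minus strand of chromosome 13 of GRCh38 from 21153595 to 21176602. Its FPKM was 9.40 in NC 1 and 9.64 in NC 2, against 3.77 in SKA3-KD 1 and 4.12 in SKA3-KD 2. These values stood on 343, 265, 117 and 148 reads, in the same order. The means were 9.52 ± 0.17 (SD, n = 2) in NC and 3.94 ± 0.244 (SD, n = 2) in SKA3-KD. The log2 fold change was -1.09 (standard error 0.07, adjusted p = 0.00806 from limma with Benjamini-Hochberg adjustment). The alternative that moved it most, limma voom on the recovered reads, was chosen after seeing the data and gave -1.28.

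**Figure D1:**
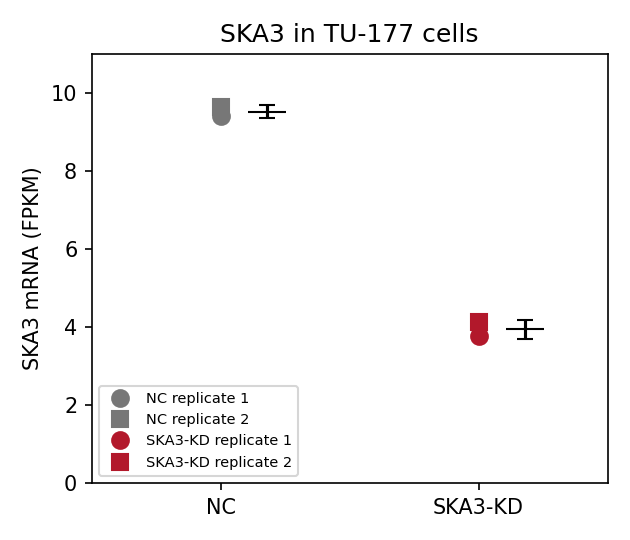
SKA3 mRNA in FPKM (vertical axis) in each TU-177 library of the NC and SKA3-KD groups (horizontal axis), with the group mean and SD beside the points. The SKA3-KD libraries sit at 3.77 and 4.12, both below the NC libraries at 9.40 and 9.64.

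Past an adjusted p-value of 0.05, 772 genes were lower and 779 higher in SKA3-KD. Without the filter on low FPKM these counts fell to 81 and 48, and limma voom raised them to 1752 and 1639. The groups did not overlap in 7785 genes, or 61.6% of those tested, where chance gives 33.3%. Most genes with the largest fold changes by the rule set in advance were short RNAs with few reads. ENSG00000272302, RNU6-45P, UST-AS2 and ENSG00000251821 held 2 to 6 reads in each NC library and were listed at 0 in both SKA3-KD libraries, and SNORD11 held 6 and 5 reads against 0 and 1. ENSG00000268265, ENSG00000213135, MIR4766 and ENSG00000253047 held 1 to 7 reads in each SKA3-KD library and were listed at 0 in both NC libraries. UST-AS2 is antisense to another gene, and strand use in the counting is not stated. The remaining gene of that rule, NT5E, rose by 1.93 on the log2 scale (standard error 0.09, adjusted p = 0.0065, limma), with 33 and 25 reads in NC and 157 and 199 in SKA3-KD. Among genes with a mean of at least 20 reads, a limit chosen after the values were seen, CIAO2B (-1.92), PDK4 (-1.84), RHOBTB1 (-1.78), PERP (-1.77) and SH3GL2 (-1.70) had the largest negative log2 fold changes. The largest positive ones after NT5E were those of OLR1 (1.56), AXL (1.42), MZT1 (1.38) and GAS1 (1.34). In each of these 9 genes both SKA3-KD libraries lay on the same side of both NC libraries.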

Strikingly, glycolysis-related pathways, canonical glycolysis, and glycolytic processes were identified as the most significantly enriched pathways by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses (Fig. 3A, B).

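Among 16 tested genes of the glycolytic enzymes, from the hexokinases to the pyruvate kinases, the median log2 fold change was -0.15, and 12 of the 16 were lower in SKA3-KD. As a list they did not pass an adjusted p-value of 0.05 (adjusted p = 0.0568 over 12 lists, limma camera with a preset correlation of 0.01). The list did pass in a fit set in advance with the replicate number as a block (adjusted p = 0.0349, camera). Nothing in the labels or the paper says that these numbers mark a shared culture. It also passed with limma voom on the recovered reads, chosen after seeing the data (adjusted p = 0.0218, camera). With all 4 libraries the median ran from -0.19 to -0.11 over the alternatives. The lower end came from a correction for GC content and gene length, added after seeing the data, with an adjusted p-value of 0.0193, and the upper end from quantile normalization. No glycolytic enzyme was individually past an adjusted p-value of 0.05, over all genes tested or adjusted over the list alone. With none of them called, their over-representation among the lower genes could not be tested at this threshold. At an unadjusted p-value under 0.05, 5 of the 16 were lower, an odds ratio of 2.56 against all genes tested (one-sided Fisher's exact test, p = 0.0812). With limma voom on the recovered reads, also added after seeing the data, 6 of 16 were among the lower genes, an odds ratio of 4.22 (same test, exact p = 0.00983, with p-values up to 0.874 under the other alternatives that called at least 1). SKA3-KD 1 carried most of the list's shift. The median over the list was -0.30 in SKA3-KD 1 and -0.08 in SKA3-KD 2, each against the NC mean. HK2 (ENSG00000159399; chromosome 2 of GRCh38, 74833981 to 74893359) showed the same split, with 16.6 FPKM in SKA3-KD 1 and 25.8 in SKA3-KD 2 against 30.2 and 28.9 in NC. Its log2 fold change was -0.49 (standard error 0.20, adjusted p = 0.17, limma). PGAM1 and PGK1 both fell by 0.23 on the log2 scale, with adjusted p-values of 0.0943 and 0.184 from limma, while ENO1 and HK1 each had a log2 fold change of 0.06. PFKP rose by 0.42 (adjusted p = 0.0669, limma) and was higher past the threshold under 5 of 11 alternatives, with adjusted p-values from 0.0011 to 0.18 over all of them. Its log2 fold change was 0.27 without SKA3-KD 2 and 0.56 without SKA3-KD 1. Several of these enzymes have processed pseudogenes, between which the counting could have split reads. Of the regulators and transporters of glycolysis, 17 were tested, with a median of -0.09 (camera, adjusted p = 0.0894), and PFKFB2, PFKFB4 and PDK4 were lower and PDP1 higher past the threshold. Adjusted over the list alone, 4 were lower and 2 higher, and without NC 2 the median was -0.14. PFKFB2 (ENSG00000123836; chromosome 1, 207034366 to 207081024) fell from 16.8 ± 0.376 to 9.02 ± 0.0586 FPKM (SD, n = 2 each). When camera estimated the correlation within each list from these libraries, none of the 12 lists passed an adjusted p-value of 0.05, and under the rotation test fry only the p53 target genes did. The paper states that glycolysis-related pathways were the most significantly enriched in its GO and KEGG analyses of the downregulated genes (Fig. 3A, B), and takes glycolysis from there to its measurements of extracellular acidification.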

**Fig. 3:**
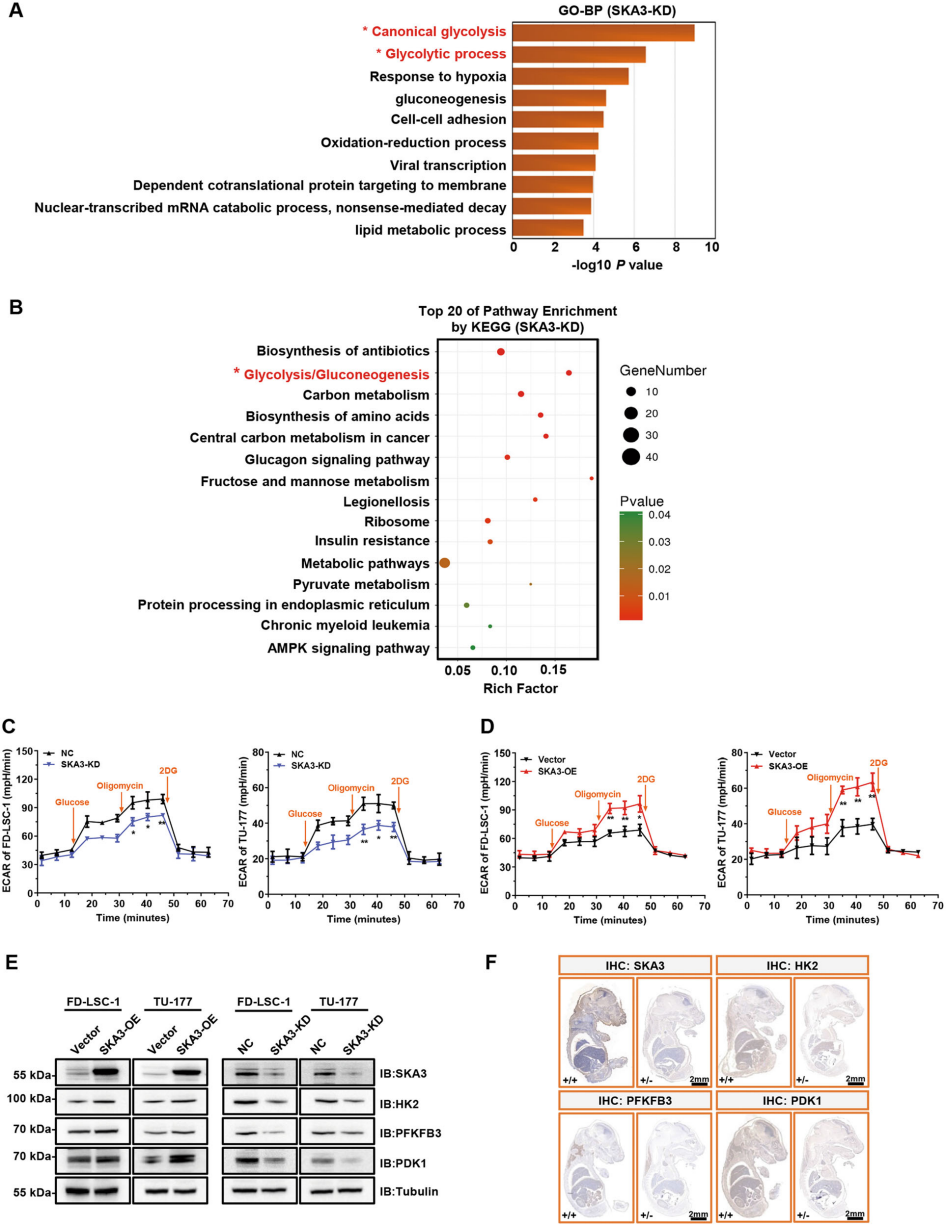
SKA3 promotes glycolysis in laryngeal squamous cell carcinoma (LSCC) cells. **A** RNA-seq was performed on SKA3-knockdown (SKA3-KD) TU-177 cells. GO analysis of downregulated genes in SKA3-KD TU-177 cells; the glycolytic process is indicated with an asterisk. **B** KEGG pathway analysis of downregulated genes in SKA3-KD TU-177 cells. **C**, **D** Glycolysis capacity in SKA3-knockdown or SKA3-overexpressing FD-LSC-1 (**C**) and TU-177 cells (**D**) was measured using a Seahorse energy metabolism instrument (Seahorse XFP). The ECAR value indicates the rate of lactic acid production during glycolysis. **E** Knockdown or overexpression of SKA3 in FD-LSC-1 and TU-177 LSCC cells. The expression levels of HK2, PFKFB3, and PDK1 were determined using western blot analysis. **F** Representative whole-mount IHC staining images of SKA3, HK2, PFKFB3, and PDK1 in the embryos of Ska3-WT (+/+) and KO (+/−) mice on day 16.5 of gestation. Scale bar, 2 mm. The data are expressed as means ± SD of three independent experiments in (**C**) and (**D**). *P < 0.05; **P < 0.001.

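Other terms shown in Fig. 3A and B were also followed as gene lists in the TU-177 libraries. Hypoxia-inducible genes outside glycolysis had a median log2 fold change of -0.27 over 30 genes tested, and 25 of them were lower in SKA3-KD (adjusted p = 6.84e-05, limma camera). The size of this shift rested on SKA3-KD 1, at -0.44, with -0.12 in SKA3-KD 2. Past the threshold CA12 (-1.29), FAM162A (-1.28), P4HA1 (-0.99), INSIG2 (-0.49) and HILPDA (-0.49) fell, and ANGPTL4 (0.96) rose. Adjusted over the list alone, 8 were lower and 1 higher. The cytosolic ribosomal proteins, which make up much of the viral transcription, cotranslational targeting and nonsense-mediated decay terms, had a median of -0.19. Of 75 ribosomal protein genes tested, 73 were lower (adjusted p = 8e-13, limma camera), 10 of them past the threshold over all genes and 26 adjusted over the list alone. Their median was -0.16 in SKA3-KD 1 and -0.23 in SKA3-KD 2, while the NC libraries stood at 0.04 and -0.04 around their own mean. Quantile normalization reduced it to -0.13. Ribosomal protein genes have many near-identical pseudogenes, so single members are uncertain.

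**Figure D2:**
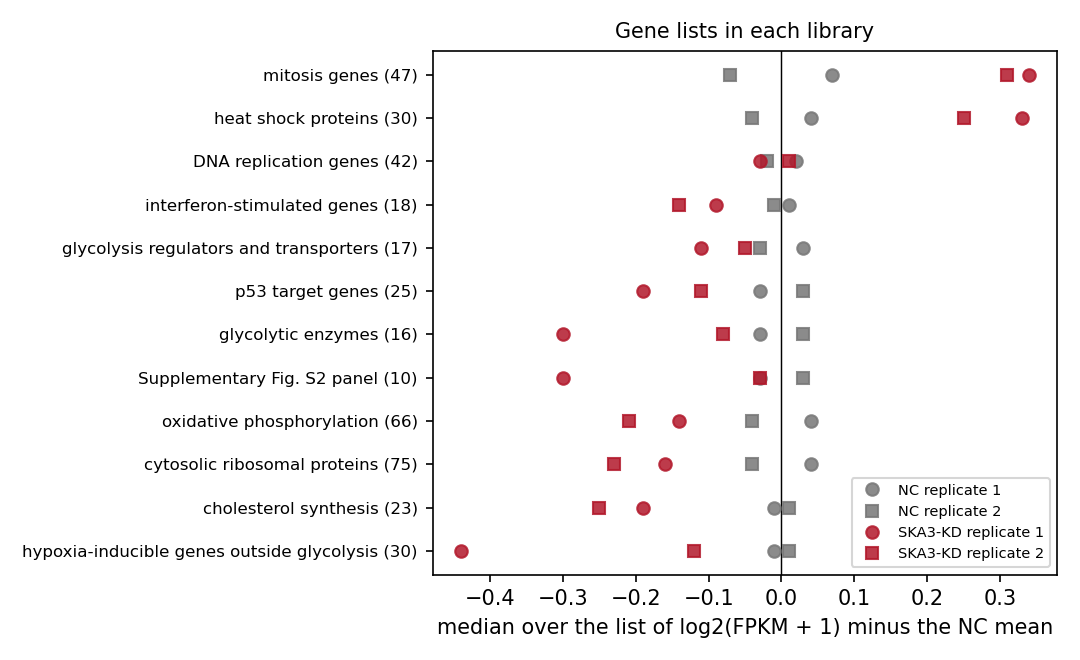
Median over each gene list of log2(FPKM + 1) minus the NC mean (horizontal axis), for the 4 libraries (circles, replicate 1; squares, replicate 2; grey, NC; red, SKA3-KD), with the number of genes tested in parentheses. The hypoxia-inducible genes stand at -0.44 in SKA3-KD 1 and -0.12 in SKA3-KD 2, and the ribosomal proteins at -0.16 and -0.23.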

Experimentally, we measured the extracellular acidification rate (ECAR) using the Seahorse XF Glycolytic Rate Assay in cells with or without SKA3 knockdown or overexpression. Strikingly, SKA3 silencing decreased, whereas SKA3 overexpression increased the rates of extracellular acidification in LSCC cells (Fig. 3C, D). Consistently, the culture medium colors of FD-LSC-1 and TU-177 cells with SKA3 overexpression turned to yellow (Supplementary Fig. S1), indicating acidification of the culture medium in cells with SKA3 overexpression. These results indeed revealed that SKA3 promotes glycolysis in LSCC cells. In support, silencing of SKA3 specifically downregulated the expression of three glycolytic enzymes HK2, PFKFB3, and PDK1, but not other glycolysis-related proteins in LSCC cell lines (Fig. 3E and Supplementary Fig. S2). To further confirm the regulatory role of SKA3 in glycolysis in vivo, SKA3-hemizygous knockout (+/−) mice were generated using CRISPR/Cas9 technology (Supplementary Fig. S3a, b). Consistently, the expression levels of HK2, PFKFB3, and PDK1 were significantly decreased in SKA3-hemizygous knockout (+/−) mouse embryos in comparison with wild-type (+/+) mouse embryos (Fig. 3F).

### SKA3 binds PLK1, thus promoting glycolysis via AKT activation

To uncover the mechanism(s) of SKA3 in regulating glycolysis, co-immunoprecipitation (CoIP) plus mass spectrometry were performed, and PLK1 was identified as a novel SKA3-binding protein among sixty-eight identified candidates (Supplementary Fig. S4 and Supplementary Table S4), including SKA-complex components SKA1 and SKA2 reported previously^10,13,23^. Indeed, SKA3 bound and was colocalized with PLK1 in the cytoplasm of LSCC cells (Fig. 4A–C). It has been reported that the phosphorylation of PTEN (p-PTEN) driven by PLK1 led to its inactivation, thus enhancing the phosphorylation of AKT (p-AKT), the active form of AKT. Notably, high levels of p-PTEN resulted in the increased p-AKT levels and enhanced glycolysis^24,25^. Therefore, we hypothesized that SKA3 promoted glycolysis via its binding to PLK1. Strikingly, while overexpression of SKA3 caused the increase in PLK1 and phosphorylated AKT (p-AKT) levels and the increase in phosphorylated PTEN (p-PTEN) levels, SKA3 knockdown resulted in the decrease in PLK1 and p-AKT levels and the decrease in p-PTEN levels (Fig. 4D). Of note, the upregulation of p-AKT levels caused by SKA3 overexpression was reversed by treatment with the PLK1 inhibitor BI2536 or siRNA knockdown of PLK1 (Fig. 4E, F), indicative of PLK1 dependence of SKA3-mediated AKT activation. In contrast, the decrease in p-AKT levels driven by SKA3 silencing was rescued by overexpression of PLK1 (Fig. 4G). Taken together, the results strongly suggest that SKA3 regulates AKT activation through PLK1.

**Fig. 4:**
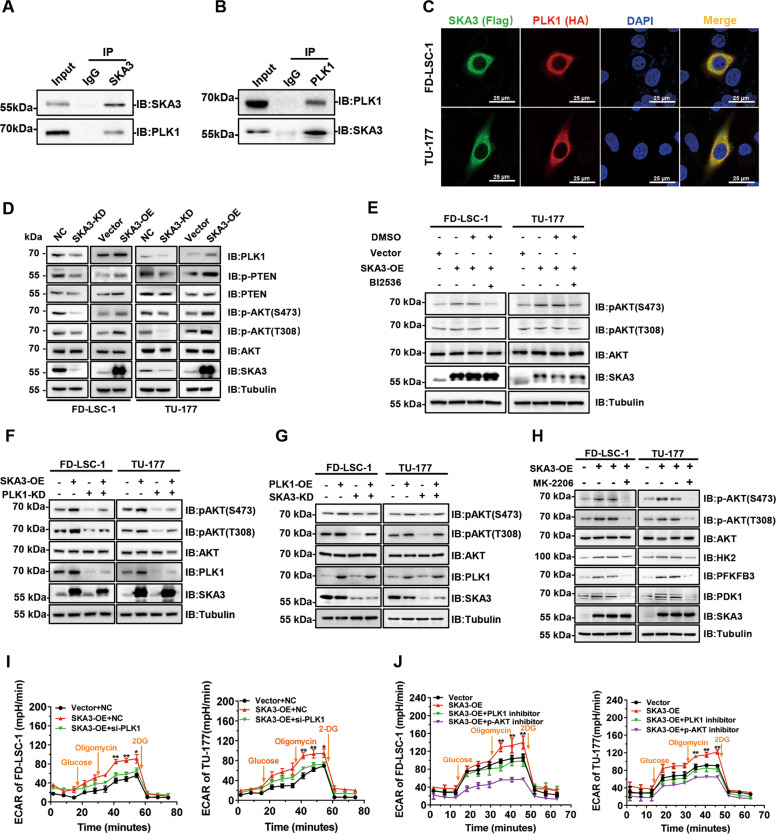
SKA3 binds PLK1, thus promoting glycolysis via AKT activation. **A**, **B** CoIP-western blot analysis of TU-177 cells. The lysates were incubated with anti-SKA3 (**A**) and anti-PLK1 (**B**) antibodies, and the fractionated immunoprecipitates were probed on western blots using antibodies against SKA3 and PLK1. **C** FD-LSC-1 and TU-177 cells were cotransfected with a Flag-tagged SKA3-overexpression plasmid and a HA-tagged PLK1-overexpression plasmid for 48 h. Immunofluorescence staining was performed using anti-FLAG and anti-HA antibodies, and cell nuclei were stained using DAPI (blue). Subcellular localization of SKA3 (green) and PLK1 (red) was observed using a laser confocal microscope. **D** Western blot analysis of the expression of PLK1, phosphorylated PTEN, and phosphorylated AKT (Ser473 and Thr308) in SKA3-knockdown or SKA3-overexpressing FD-LSC-1 and TU-177 cells, respectively. **E** FD-LSC-1 and TU-177 cells were transfected with the SKA3-overexpression plasmid for 36 h and then were treated with the PLK1 inhibitor BI2536 (30 nM) or an equal volume of DMSO for 12 h. AKT and phosphorylated AKT (Ser473 and Thr308) levels were determined by western blot analysis. **F** Knockdown of PLK1 and overexpression of SKA3 in FD-LSC-1 and TU-177 cells. The levels of total and phosphorylated AKT (Ser473 and Thr308) were determined by western blot analysis. **G** Effect of SKA3 knockdown and PLK1 overexpression on the levels of phosphorylated AKT (Ser473 and Thr308) determined by western blot analysis. **H** FD-LSC-1 and TU-177 cells were transfected with the SKA3-overexpression plasmid for 36 h, and then treated with the AKT inhibitor MK-2206 (20 µM) for 12 h. Expression of phosphorylated AKT (Ser473 and Thr308), HK2, PFKFB3, and PDK1 was determined by western blot analysis. **I** LSCC cells were cotransfected with siRNAs targeting PLK1 and an SKA3-overexpression plasmid for 48 h, at which time glycolysis was measured using the Seahorse energy metabolism instrument. **J** LSCC cells were transfected with the SKA3-overexpression plasmid for 36 h, and then treated with the PLK1 inhibitor BI2536 (30 nM) or AKT inhibitor MK-2206 (20 µM) for 12 h. Glycolysis was measured using a Seahorse energy metabolism instrument. The data are expressed as means ± SD of three independent experiments in (**I**) and (**J**). *P < 0.05; **P < 0.001.

Next, we investigated whether SKA3-regulated glycolysis was dependent on PLK1–AKT signaling. Strikingly, upregulation of glycolytic enzymes HK2, PFKFB3, and PDK1 caused by SKA3 overexpression was reversed by the AKT inhibitor MK-2206 treatment (Fig. 4H). Moreover, either the siRNA knockdown of PLK1 or inhibition of AKT also diminished the glycolysis activation derived from SKA3 overexpression (Fig. 4I, J). Accordingly, knockdown of HK2, PFKFB3, or PDK1 partially reversed the increase in glycolytic activities caused by SKA3 overexpression (Supplementary Fig. S5a, b). Collectively, SKA3-mediated glycolysis activation relies on the PLK1–AKT–HK2/PFKFB3/PDK1 signaling axis.

### SKA3 stabilizes PLK1 protein through blocking its ubiquitination

Cycloheximide (CHX)-chase assays were performed to identify the functional consequence of the binding between SKA3 and PLK1. Interestingly, SKA3 knockdown accelerated PLK1 protein turnover rates in the presence of the protein synthesis inhibitor CHX. However, SKA3 silencing-mediated PLK1 protein degradation was diminished by the proteasome inhibitor MG132 (Fig. 5A), indicating that SKA3 inhibits PLK1 degradation from the ubiquitin–proteasome pathway (UPP). In support, overexpression of SKA3 decreased the polyubiquitination of PLK1, whereas SKA3 knockdown increased the polyubiquitination of PLK1 in FD-LSC-1 and TU-177 cells (Fig. 5B, C). In accordance with SKA3, PLK1 was upregulated and positively correlated with SKA3 in 165 LSCC tissues (Fig. 5D–F). Analysis of single-cell transcriptomic data also confirmed that PLK1 expression was positively correlated with SKA3 levels in head and neck cancer (Supplementary Fig. S6) (GEO accession number: GSE103322). Moreover, higher expression levels of PLK1 protein were also significantly associated with poorer overall survival of LSCC patients (Fig. 5G). Supportively, the expression of PLK1 protein was also dramatically suppressed in SKA3-hemizygous knockout (+/−) mouse embryos in comparison with wild-type (+/+) mouse embryos (Fig. 5H).

**Fig. 5:**
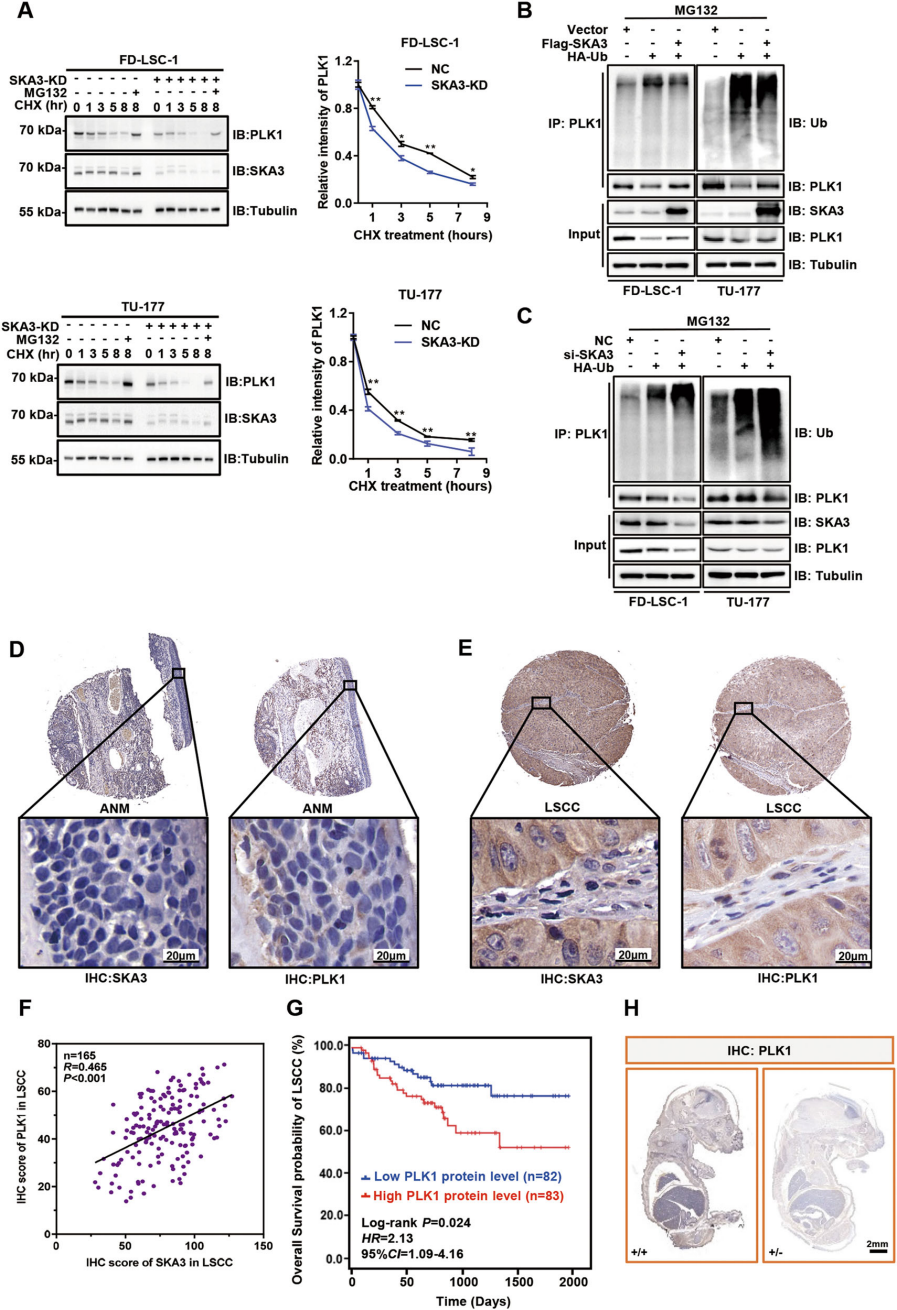
SKA3 enhances PLK1 protein stability by blocking its ubiquitylation. **A** FD-LSC-1 and TU-177 cells were transfected with siRNAs targeting SKA3 or negative-control siRNAs for 48 h, and then treated with the protein synthesis inhibitor cycloheximide (CHX, 40 µg/ml) for 0, 1, 3, 5, and 8 h. One group of cells was simultaneously treated with CHX (40 µg/ml) and the proteasome inhibitor MG132 (20 µM) for 8 h. Expression of SKA3 and PLK1 was measured by western blot analysis. The protein bands were quantified by ImageJ program. The data are expressed as means ± SD of three independent experiments. *P < 0.05; **P < 0.001. **B**, **C** Effect of SKA3 overexpression or knockdown on the ubiquitylation of PLK1. Cells were cotransfected with the SKA3-overexpression plasmid or SKA3-specific siRNA and HA-tagged ubiquitin expression plasmid for 48 h. CoIP was performed using an anti-PLK1 antibody followed by western blot analysis to assess the effects of SKA3 overexpression (**B**) or knockdown (**C**) on the ubiquitylation of PLK1 protein. **D**, **E** Representative images of IHC of SKA3 and PLK1 expression in 165 ANM (**D**) and LSCC (**E**) tissues. **F** Pearson correlation analysis of PLK1 with the SKA3 protein level in 165 LSCC samples using the IHC score. **G** Kaplan–Meier survival analysis of the association of PLK1 levels with the overall survival of LSCC patients. The PLK1-expression levels were divided into low or high groups according to the median IHC score (*n* = 165). **H** Representative whole-mount IHC staining images of PLK1 in the embryos of WT (+/+) and KO (+/−) mice on day 16.5 of gestation.

### Phosphorylation of SKA3 at Thr360 is essential for its binding to PLK1

To further study the regulatory mechanism(s) of SKA3 on PLK1 and glycolysis, wild-type SKA3 (SKA3-WT), N-terminal domain deletion mutant (SKA3-ΔN), and C-terminal domain deletion mutant (SKA3-ΔC) plasmids were constructed (Fig. 6A and Supplementary Fig. S7). Deletion mapping experiments with SKA3 mutants showed that deleting the SKA3 C-terminal domain but not other regions abolished its association with PLK1 (Fig. 6B). Accordingly, overexpression of SKA3-WT and SKA3-ΔN, but not SKA3-ΔC, upregulated PLK1 and p-AKT levels, thus increasing glycolytic rates (Fig. 6C, D). Consequently, overexpression of SKA3-WT and SKA3-ΔN, but not SKA3-ΔC, significantly promoted LSCC cell proliferation (Fig. 6E).

**Fig. 6:**
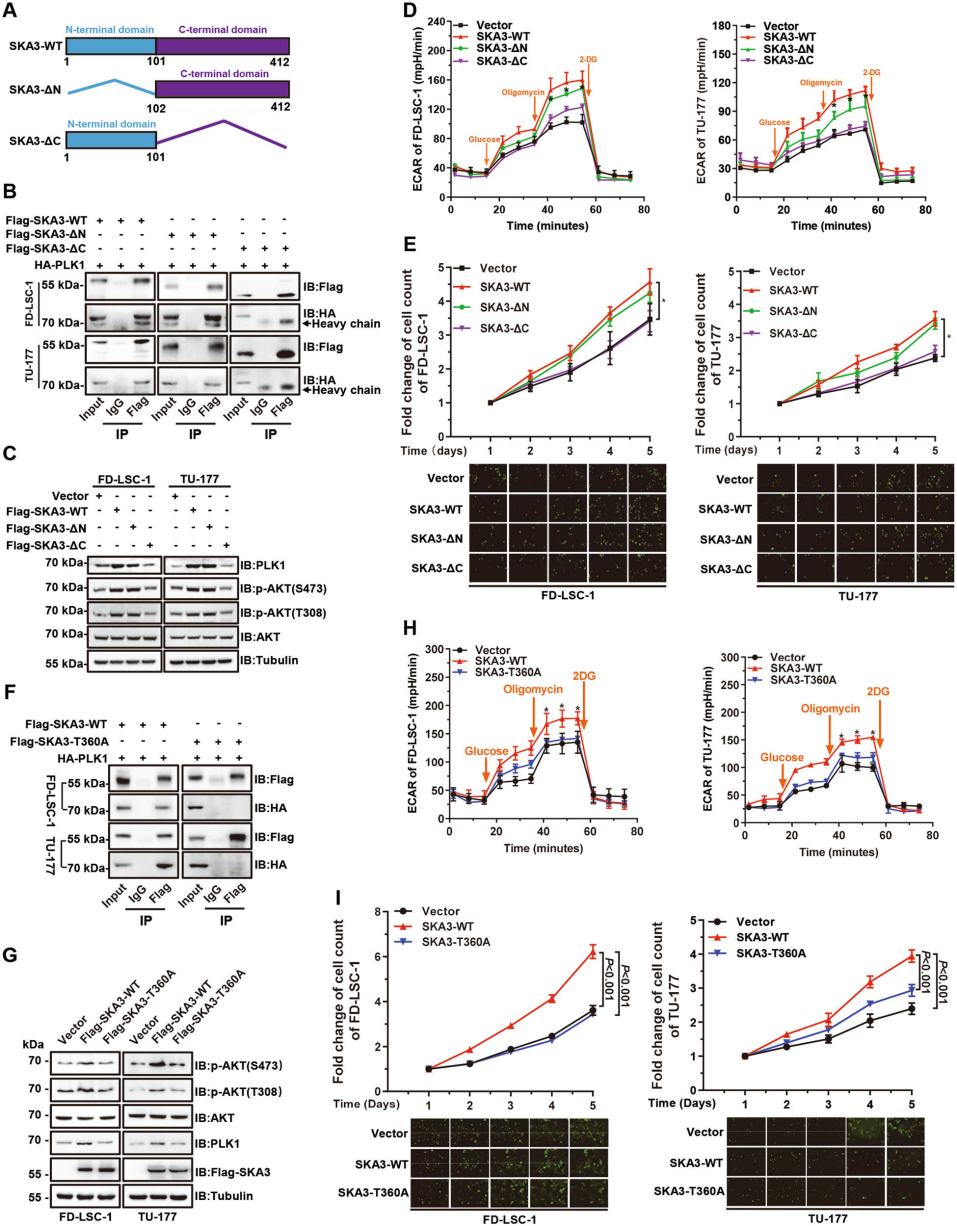
Threonine 360 of SKA3 protein is essential for PLK1 binding and subsequent biological functions. **A** Schematic diagram of wild-type SKA3 protein (SKA3-WT), SKA3 N-terminal domain deletion (SKA3-ΔN), and SKA3 C-terminal domain deletion (SKA3-ΔC). Numbers indicate amino acid positions. **B** LSCC cells were cotransfected with HA-tagged PLK1-expression plasmid and FLAG-tagged SKA3-WT-, SKA3-ΔN-, and SKA3-ΔC-expressing plasmids for 48 h; CoIP was performed using a FLAG antibody, and PLK1 was detected by western blotting. **C** LSCC cells were transfected with SKA3-WT, SKA3-ΔN, and SKA3-ΔC-expression plasmid or an empty vector for 48 h, and the expression levels of PLK1 and phosphorylated AKT (Ser473 and Thr308) were determined by western blotting. **D** FD-LSC-1 and TU-177 cells were transfected with SKA3-WT-, SKA3-ΔN-, and SKA3-ΔC-expression plasmid, or an empty vector for 48 h, and glycolysis was measured. **E** FD-LSC-1 and TU-177 cells stably expressing the Flag-tagged wild-type SKA3 or domain deletion, or the empty vector, were seeded in 96-well plates. Cell proliferation was measured using a high-content screening system for 5 days. Top: fold changes in cell proliferation relative to day 1; bottom: representative cell images. Scale bar, 200 μm. **F** FD-LSC-1 and TU-177 cells were cotransfected with HA-tagged PLK1-expression and the SKA3-WT plasmid (Flag-SKA3-WT) or a phosphorylation-site mutant (T360A) expression plasmid (Flag-SKA3–T360A) for 48 h. The cell lysates were immunoprecipitated with an anti-Flag antibody, and the precipitates were analyzed using western blot analysis with the indicated antibodies. **G** FD-LSC-1 and TU-177 cells were transfected with the Flag-SKA3-WT or Flag-SKA3–T360A-expression plasmid for 48 h. The levels of PLK1 and phosphorylated AKT (Ser473 and Thr308) were determined using western blot analysis. **H** FD-LSC-1 and TU-177 cells were transfected with the Flag-SKA3-WT or Flag-SKA3–T360A-expression plasmid, or the empty vector for 48 h, and then glycolytic capacity was measured. **I** FD-LSC-1 and TU-177 cells stably expressing the wild-type SKA3 or SKA3–T360A were seeded in 96-well plates. Cell proliferation was measured using a high-content screening system for 5 days. Top: fold changes in cell proliferation relative to day 1; bottom: representative cell images. Scale bar, 200 μm. The data are expressed as means ± SD of three independent experiments. *P < 0.05.

SKA3 protein contains multiple phosphorylation sites, and phosphorylation at Thr360 is critical for its binding to Ndc80 protein^26^. We tested whether phosphorylation at Thr360 affects the interaction of SKA3 with PLK1. We found that the SKA3–T360A mutant (Thr360 was substituted with alanine) abolished the binding of SKA3 to PLK1, which decreased PLK1 and phosphorylated AKT levels compared with those of wild-type SKA3 (Fig. 6F, G). Further, the glycolysis and proliferation of LSCC cells were reduced in SKA3–T360A transfectants compared with wild-type SKA3 (Fig. 6H, I). Together, these data suggest that the phosphorylation site Thr360 of SKA3 was essential for the interaction between SKA3 with PLK1 that mediated the glycolytic regulatory activity of SKA3.

### SKA3 protects LSCC cells against cisplatin treatment

Insufficient efficacy of chemotherapy of the LSCC is the main cause of relapse and mortality, and high glycolytic activity contributes to the chemoresistance in malignant tumors^27,28^. To understand whether glycolysis contributed to the chemoresistance of LSCC cells, cells were treated with incremental doses of cisplatin (CDDP) alone or in combination with the glycolysis activator oligomycin or inhibitor 2-DG. As expected, oligomycin increased, whereas 2-DG reduced LSCC cell proliferation following CDDP treatment (Fig. 7A), demonstrating that accelerated glycolysis confers LSCC cell chemoresistance.

**Fig. 7:**
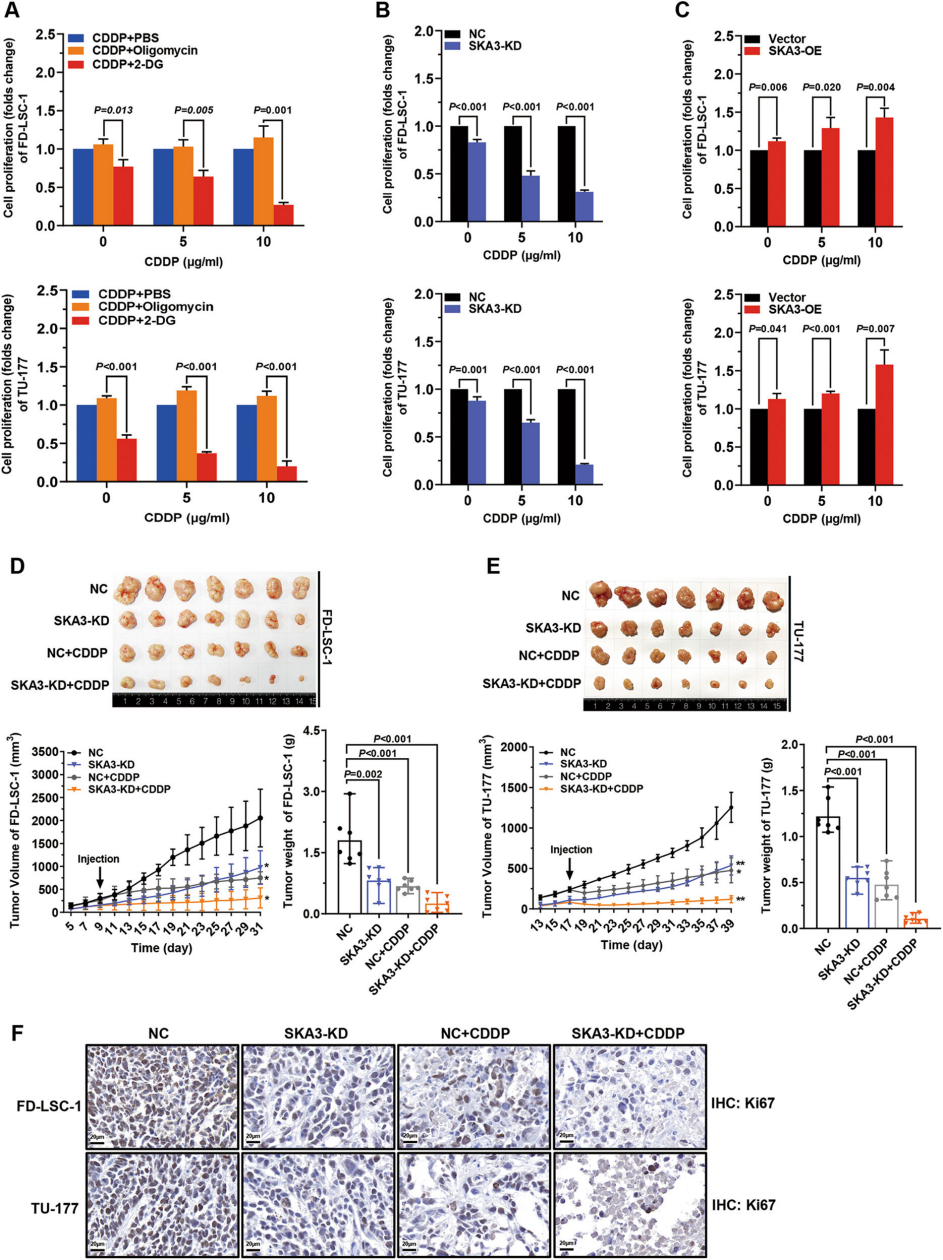
SKA3 protects laryngeal squamous cell carcinoma (LSCC) cells against the cytotoxic effects of cisplatin. **A** FD-LSC-1 and TU-177 cells were treated with different concentrations of CDDP, CDDP combined with oligomycin (CDDP + oligomycin), or CDDP combined with 2-DG (CDDP + 2-DG), respectively. Cell viability was determined using the CCK8 reagent after treatment for 24 h. **B**, **C** SKA3-knockdown (**B**) or SKA3-overexpressing (**C**) LSCC cells were treated with different concentrations of CDDP. Cell viability was detected using the CCK8 reagent after treatment for 24 h. **D**, **E** FD-LSC-1 (**D**) or TU-177 (**E**) cells with stable knockdown of SKA3 expression were subcutaneously injected into nude mice to establish a mouse xenograft model of LSCC. Tumor-bearing mice were divided into the following groups (*n* = 7 per group): negative-control group (NC), SKA3-knockdown group (SKA3-KD), negative control + CDDP-treatment group (NC + CDDP), and SKA3 knockdown + CDDP-treatment group (SKA3-KD + CDDP). CDDP (60 µg per mouse) was administered twice each week (intraperitoneal injection). The NC group received an intraperitoneal injection of an equal volume of normal saline twice per week. The mice were killed after 21 days of continuous treatment. The growth curves (left) and end-point weights (right) of tumors were plotted. **F** IHC analysis of the expression of Ki67 in tumor sections of FD-LSC-1 and TU-177 xenografts. Scale bar, 20 µm. The data are expressed as means ± SD of three independent experiments. *P < 0.05, **P < 0.001.

We then asked whether SKA3 regulated the sensitivity of LSCC cells to chemotherapy. The sensitivity of SKA3-knockdown and SKA3-overexpressing LSCC cells to CDDP was determined. CDDP treatment significantly decreased the proliferation of SKA3-knockdown FD-LSC-1 and TU-177 cells, indicating that SKA3 knockdown enhanced the sensitivity of LSCC cells to CDDP (Fig. 7B). By contrast, the proliferation of SKA3-overexpressing FD-LSC-1 and TU-177 cells was significantly higher than that of the vector group (Fig. 7C). Furthermore, we established a preclinical model of LSCC employing SKA3-knockdown cells and nude mice to evaluate the effect of SKA3 on the sensitivity to chemotherapy. Importantly, SKA3 knockdown sensitized xenografted tumors to CDDP treatment (Fig. 7D, E). This phenotype was closely associated with the relevant alterations in the proportion of Ki67-positive cells (Fig. 7F). Collectively, SKA3 confers LSCC resistance to chemotherapy via accelerating glycolysis in vitro and in vivo.

### c-Myc transcriptionally upregulates SKA3 in LSCC

To investigate the mechanism(s) responsible for the upregulation of SKA3 in LSCC, transcription factor-binding sites within the SKA3 promoter were predicted using bioinformatics (https://epd.vital-it.ch). This analysis identified consensus-binding sites of transcription factors c-Myc, YY1, EST1, and SP1 (Fig. 8A). However, knockdown of c-Myc but not the other three transcription factors significantly reduced SKA3 mRNA and protein levels in FD-LSC-1 cells (Fig. 8B). In contrast, overexpression of c-Myc increased the levels of SKA3, indicating the role of c-Myc in regulating SKA3 expression (Fig. 8C).

**Fig. 8:**
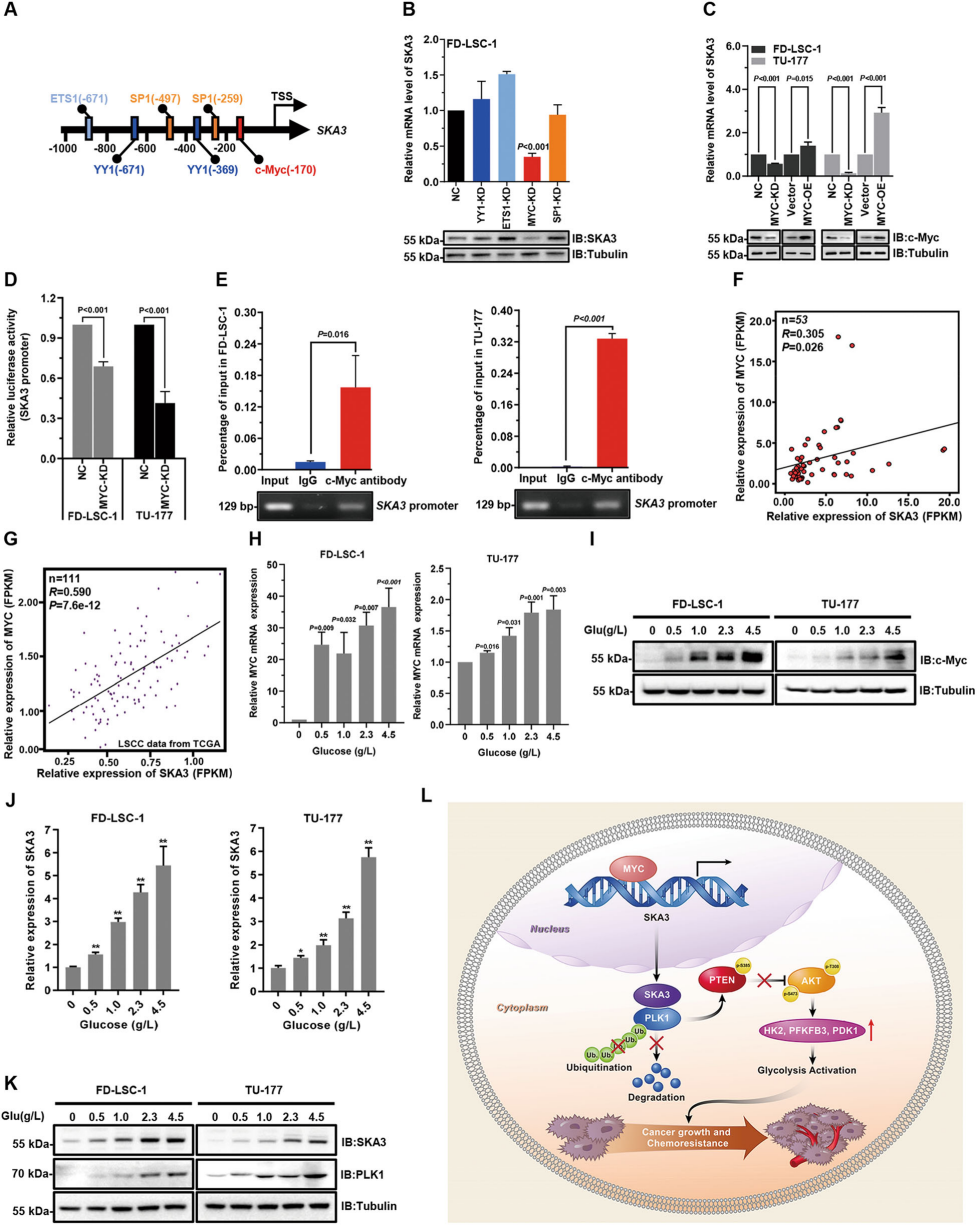
c-Myc transcriptionally regulates SKA3 expression, thus upregulating the PLK1 level in laryngeal squamous cell carcinoma (LSCC). **A** Diagram of transcription-factor-binding sites 1000 bp upstream of the SKA3 transcription start site predicted using EPD (https://epd.vital-it.ch/). **B** FD-LSC-1 cells were transfected with siRNAs targeting YY1, ETS1, MYC, SP1, or negative control for 48 h, and the expression levels of *SKA3* mRNA (upper) and protein (lower) were determined using qPCR and western blot analysis. **C** FD-LSC-1 and TU-177 cells were transfected with siRNA or a MYC-overexpression plasmid for 48 h; then the *SKA3* mRNA levels (upper) and protein (lower) were determined using qPCR and western blot analysis. **D** FD-LSC-1 and TU-177 cells were cotransfected with the SKA3-promoter reporter plasmid pGL4.10-SKA3 and an siRNA- targeting MYC, or with a negative control. Luciferase reporter assays were performed 48 h after transfection. **E** LSCC cells were subjected to chromatin immunoprecipitation using a c-Myc antibody. The enrichment level of SKA3-promoter sequences was analyzed using qPCR. qPCR products were verified using 2% agarose electrophoresis. **F** Expression correlation analysis of *SKA3* and *MYC* mRNAs using the transcriptome-sequencing data of 53 LSCC samples. Workflow type: HTSeq–FPKM. Significance was determined using Pearson’s rank-correlation test (*n* = 53, expression level represented by FPKM). **G** Expression correlation analysis of *SKA3* with *MYC* mRNA using the transcriptome-sequencing data of LSCC samples from the TCGA database (*n* = 111, expression level represented by FPKM). **H** qPCR analysis of *MYC* in FD-LSC-1 and TU-177 cells cultured in media containing 0, 0.5, 1, 2.3, or 4.5 g/L of glucose. **I** Western blot analysis of the c-Myc level in FD-LSC-1 and TU-177 cells cultured in media containing 0, 0.5, 1, 2.3, and 4.5 g/L of glucose. **J** qPCR analysis of *SKA3* in FD-LSC-1 and TU-177 cells cultured in media containing 0, 0.5, 1, 2.3, or 4.5 g/L of glucose. **K** Western blot analysis of the SKA3 and PLK1 levels in cells cultured in media containing 0, 0.5, 1, 2.3, and 4.5 g/L of glucose. **L** Schematic representation of a model for the major molecular mechanisms of “SKA3-PLK1-AKT” axis-promoted glycolysis, malignant progression, and chemoresistance in LSCC. The data are represented as means ± SD of three independent experiments. *P < 0.05, **P < 0.001.

Luciferase reporter assays showed that knockdown of MYC reduced the transcriptional activity of the *SKA3* promoter in FD-LSC-1 and TU-177 cells (Fig. 8D), and chromatin immunoprecipitation (ChIP) assays confirmed that c-Myc binds to the *SKA3*-promoter region (Fig. 8E). Of note, the positive correlation between the levels of c-Myc and SKA3 was identified in our LSCC clinical samples along with data from the TCGA database (Fig. 8F, G). Since SKA3 and PLK1 were involved in glycolytic metabolism, we wondered whether c-Myc is responsive to changes in glucose levels. Thus, we examined the mRNA and protein expression of c-Myc in LSCC cells cultured with different concentrations of glucose. The data showed that c-Myc levels were upregulated in a glucose dose-dependent manner (Fig. 8H, I). Besides, SKA3 mRNA and protein levels along with PLK1 protein levels were also upregulated according to the increase in glucose concentration (Fig. 8J, K). These data suggest that glucose stimulates transcription factor c-Myc expression, thus transcriptionally upregulating SKA3 and maintaining high levels of PLK1 in LSCC.

## Discussion

As an important component of the spindle and kinetochore-related complexes^29^, SKA3 is essential for regulating mitosis with NDC80 complex and thus controlling cell proliferation and apoptosis^26,30^. Aberrant expression of SKA3 is closely associated with tumorigenesis and development^14,30^. For instance, SKA3 binds EGFR and consequently activates PI3K–AKT, thus promoting lung adenocarcinoma metastasis^14^. However, although EGFR mutation is rare in LSCC, SKA3-mediated AKT activation mainly depends on the serine/threonine-protein kinase PLK1 as silencing of PLK1 significantly attenuated the increase in p-AKT caused by SKA3 overexpression (Fig. 4F), indicating the context-dependent regulation of AKT.

Accordingly, as a key regulator of the cell cycle, PLK1 is also overexpressed in various cancer types and functions in tumor initiation, progression, and chemoresistance^31^. Blocking PLK1 seems a promising cancer-therapeutic strategy via arresting cells in mitosis^31^; however, PLK1 inhibitors do not obtain satisfactory results in clinical trials, which is probably associated with complex regulatory mechanisms of PLK1 in various types of cancer^20,32,33^. Here, we showed that SKA3, as a novel PLK1 regulator in LSCC, bound and protected PLK1 protein from ubiquitination-mediated degradation. Moreover, PLK1 protein stabilized by SKA3 overexpression significantly promoted glycolytic flux as evidenced by the increase in the extracellular acidification rate. Collectively, the interdependence between SKA3 and PLK1 determined the activation of AKT signaling and consequent glycolysis in LSCC cells.

The glycolytic pathway, which comprises glucose transporters and a series of kinases, such as hexokinase (HK), phosphofructokinase (PFK), and pyruvate kinase (PK), consumes glucose and produces ATP and lactate, providing energy for tumor cells and creating a microenvironment that facilitates the expression of malignant phenotypes, including proliferation, invasion, metastasis, and chemoresistance^34–36^. Also, high levels of glycolysis in laryngeal cancer significantly correlate with poor prognosis and chemoresistance^37^. Notably, our data demonstrated that the SKA3–PLK1–AKT axis selectively upregulated the expression of glycolytic enzymes HK2, PFKFB3, and PDK1, which in turn enhanced glycolytic levels of LSCC cells. Of note, the essentiality of PLK1–AKT–HK2/PFKFB3/PDK1 signaling in SKA3-mediated glycolysis was also confirmed in Ska3-knockout mouse embryos. Chemotherapy resistance considerably restricts the success of clinical treatments for LSCC^38^. In vivo and in vitro studies implied that inhibition of glycolysis enhanced the sensitivity of LSCC cells to the first-line chemotherapeutic drug cisplatin^39–41^. Of note, our experiments on cells and preclinical models showed that knockdown of SKA3 sensitized LSCC to cisplatin, indicating that SKA3 promotes chemoresistance through regulating glycolysis.

The SKA3 protein consists of the N- and C-terminal domain^42^. We found that deletion of the C-terminal domain abolished the interaction between SKA3 and PLK1, and subsequently decreased PLK1-expression levels, AKT phosphorylation, glycolytic activities, and cell proliferation, indicating that the C-terminal domain is essential for the function of SKA3 in LSCC cells. A recent study showed that phosphorylation of Thr360 at SKA3 protein promoted its binding to Ndc80 to maintain normal mitotic processes^26^. Our data show that phosphorylation at Thr360 is also important for the binding of SKA3 to PLK1. It also strongly supports the conclusion that phosphorylation of SKA3 at Thr360 is the main contributor to the high glycolytic activities that are associated with the malignant phenotype of LSCC cells.

The pro-oncoprotein c-Myc is upregulated in 50–60% of tumors and functioned in both initiation and progression of the tumor^43,44^. However, the functional roles of c-Myc in LSCC are not fully understood. Our study indicated that c-Myc may promote LSCC cell glycolysis via transcriptional regulation of SKA3 expression. Furthermore, we found that glucose stimulates c-Myc, SKA3, and PLK1 expression in a dose-dependent manner. Taken together, we speculate that c-Myc transcriptionally upregulates SKA3, which binds to PLK1 protein and further activates AKT signaling. Consequently, activation of the SKA3–PLK1–AKT axis enhances glycolytic activity via upregulating the expression of three glycolytic enzymes. Functionally, the activated glycolysis facilitates malignant progression and chemoresistance of LSCC (Fig. 8L). However, in normal cells, lowly expressed c-Myc accompanies with low levels of SKA3 and PLK1, indicating that the SKA3–PLK1–AKT axis may represent tumor-specific characteristics. Notably, to better understand whether SKA3 protein expression is a potential prognostic marker for platinum-based chemotherapy, the exploration of the relationship between SKA3 protein levels and clinical outcomes of LSCC patients receiving chemotherapy is required in future.

In summary, our data support a model that *SKA3* expression is transactivated by c-Myc in LSCC cells, and dysregulated overexpression of SKA3 interacts with PLK1 to activate the AKT signaling pathway to upregulate glycolysis level, providing an energy source to drive malignant proliferation and chemoresistance. Importantly, high SKA3 expression is associated with malignant progression and poor prognosis of patients with LSCC. Therefore, these findings indicate that SKA3 will serve as a novel potential biomarker for the diagnosis of LSCC, and the combination of SKA3 knockdown and PLK1 inhibition may be a novel strategy for LSCC therapy.

## Supplementary information

Supplementary Materials and Methods

Supplementary Figure Legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Supplementary Table S1-S9

## Data Availability

GEPIA2 is an interactive web server for analyzing the RNA-sequencing expression data of tumors and normal samples from the TCGA and the GTEx projects (http://gepia2.cancer-pku.cn)^21^. ImageJ software is a public domain Java image-processing program inspired by NIH Image for the Macintosh (https://imagej.nih.gov/ij/). EPD is a collection of eukaryotic promoters derived from published articles (https://epd.vital-it.ch/)^22^. The transcriptome sequencing of 53 pairs of LSCC and ANM tissues are deposited at the Gene Expression Omnibus database with the accession number GSE142083. RNA-sequencing data of SKA3-knockdown LSCC cells are deposited at the Gene Expression Omnibus database with the accession number GSE128133. The authors declare that all data supporting the findings of this study are available within the paper and its supplementary information files.

# Supplementary material for: Targeting SKA3 suppresses the proliferation and chemoresistance of laryngeal squamous cell carcinoma via impairing PLK1–AKT axis-mediated glycolysis
**Source:** Cell Death Dis. 2020 Oct 26;11(10):919. doi: 10.1038/s41419-020-03104-6
**Supplement:** Supplementary file 1 — Supplementary Materials and Methods

**Targeting SKA3 suppresses the proliferation and chemoresistance of laryngeal squamous cell carcinoma via impairing PLK1-AKT axis-mediated glycolysis**

Wei Gao^1,2,3,4,5^, Yuliang Zhang^1,2^, Hongjie Luo^1^, Min Niu^1,2^, Xiwang Zheng^1,2^, Wanglai Hu^6^, Jiajia Cui^1,2^, Xuting Xue^1,2^, Yunfeng Bo^7^, Fengsheng Dai^1,3^, Yan Lu^8^, Dongli Yang^1,3^, Yujia Guo^1,2^, Huina Guo^1,2^, Huizheng Li^9^, Yu Zhang^10,4^, Tao Yang^11^, Li Li^5^, Linshi Zhang^12^, Rui Hou^13^, Shuxin Wen^14,2,🖂^, Changming An^15,🖂^, Teng Ma^16,🖂^, Lei Jin^17,🖂^, Wei Xu^18,19,20,🖂^ and Yongyan Wu^1,2,3,4,11,🖂^

**Yongyan Wu**, , ORCID: 0000-0003-1669-3860

**Wei Xu**, , ORCID: 0000-0002-9977-7535

**Lei Jin**, , ORCID: 0000-0001-7187-9671

**Teng Ma**, , ORCID: 0000-0002-8360-1543

**Changming An**, , ORCID: 0000-0002-8353-4547

**Shuxin Wen,** , ORCID: 0000-0002-8377-2481

**Supplementary Materials and Methods:**

**Transcriptome sequencing analysis**

Total RNA was extracted from 53 pairs LSCC/matched ANM tissues, and LSCC cells using Trizol reagent (ThermoFisher Scientific). RNA integrity was examined with the Bioanalyzer 2100 (Agilent). 

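For the SKA3-KD and NC libraries of TU-177 cells, the deposited FPKM values keep the depth of sequencing in their steps. In a gene with few reads, FPKM moves in jumps of what 1 read adds, and this jump shrinks as the library grows and as the gene gets longer. Whole numbers of reads came out for 99.9% of the genes tested. For 61.3% they came directly with the exon length of GENCODE 29. For 38.6% this length gave no whole numbers, and the reads were taken from the proportions between the libraries. A single read on a gene with 1 kilobase of exon was worth 0.0836 FPKM in NC 1, 0.111 in NC 2, 0.0983 in SKA3-KD 1 and 0.0848 in SKA3-KD 2. Of the genes tested, 1165 had a mean under 20 reads. In these, counting error alone is a large part of any difference between libraries.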

High-quality RNA (RIN >7) samples were subjected to libraries construction, and then each library was sequenced on an Illumina HiSeq 4000 platform following the standard procedures by Novogene (Beijing, China).

**Cell culture**

HEK293T (CCTCC, Wuhan, China), human normal lung fibroblast cell line MRC-5 (CCTCC, Wuhan, China), and human LSCC cell line TU-177 (Bioleaf Biotech Co., Shanghai, China) were maintained in Dulbecco’s Modified Eagle Medium supplemented with 10% FBS (BI, Cromwell, CT, USA). Human LSCC cell line FD-LSC-1 (a gift from Professor Liang Zhou^1^) was cultured in BEGM™ Bronchial Epithelial Cell Growth Medium (Lonza, Walkersville, MD, USA) supplemented with 10% FBS (BI, Cromwell, CT, USA). The complete medium containing 1% penicillin/streptomycin (Solarbio, Beijing, China). All cells were maintained in a humidified atmosphere of 5% CO_2_ and 95% air at 37°C. Cell lines were authenticated by short tandem repeat analysis and tested for mycoplasma contamination using TransDetect PCR Mycoplasma Detection Kit (TransGen Biotech, Beijing, China).

**Generation of stably overexpressing and knockdown cells**

To generate FD-LSC-1 and TU-177 cells stably overexpressing wild type SKA3, mutant SKA3 and shRNA targeting specific gene, lentiviruses were produced in HEK293T cells by cotransfection with lentiviral plasmid and packaging plasmids GAG and VSVG. Virus supernatant was harvested 48 h after transfection and mixed with polybrene (8 μg/ml) to increase the infection efficiency, and then added into FD-LSC-1 or TU-177 cells. After 48 h incubation, 2 μg/ml puromycin (Santa Cruz) was added for 1 week to screen stable cells. To obtain FD-LSC-1 and TU-177 cells stably knockdown of SKA3, plasmid carrying sgRNA and Cas9, and donor plasmid containing homologous arm sequence flanking the target site were delivered into cells using Lipofectamine 3000 reagent (ThermoFisher Scientific), and stable cells were selected with 2 μg/ml puromycin (Santa Cruz) for 10 days.

**Immunofluorescence staining**

FD-LSC-1 and TU-177 cells cultured on cover slides were cotransfected with Flag-tagged SKA3 and HA-tagged PLK1 plasmids for 48 h. Cells were washed twice with PBS, then fixation and permeabilization with immunostaining fixation buffer (Beyotime, Shanghai, China) for 20 min, and the cells were blocked with blocking buffer (Beyotime) for 2 h. Cells were incubated with primary antibodies against Flag and HA overnight at 4 °C. After 3 washes with washing buffer, the cells were incubated with Alexa Fluor 488/555-conjugated secondary antibodies (Beyotime) for 2 h at room temperature. Nuclei were counterstained with DAPI followed by 3 washes with washing buffer. Results were observed and captured under the Leica TCS SP8 confocal laser scanning microscope (Leica Microsystems Inc., Buffalo Grove, IL).

**Antibodies and reagents**

SKA3 antibody (rabbit, polyclonal, A304-215A) was purchased from Bethyl Laboratories, Inc. (Montgomery, TX). Antibodies against PFKFB3 (rabbit, monoclonal, 13123s), PDK1 (rabbit, polyclonal, 3062S), c-Myc (rabbit, polyclonal, 9402S), PLK1 (rabbit, monoclonal, 4513S), phospho-PLK1 (rabbit, monoclonal, Thr210, 9062s), PTEN (rabbit, monoclonal, 9188S), phospho-PTEN (rabbit, monoclonal, Ser380/Thr382/383, 9549S), AKT (rabbit, polyclonal, 9272S), phospho-AKT (rabbit, monoclonal, Thr308, 2965S), phospho-AKT (rabbit, monoclonal, Ser473, 4060S) and HK2 (rabbit, monoclonal, 2867S) were purchased from Cell Signaling Technology (Danvers, MA). Antibody against Tubulin (mouse, monoclonal, HC101) was purchased from TransGen Biotech (Beijing, China). SKA3 rabbit polyclonal for immunochemical staining was purchased from Merck (HPA039272, Darmstadt, Germany). HA antibody (rabbit, monoclonal, AF2305) was purchased from Beyotime (Nanjing, China). Flag antibody (mouse, monoclonal, F1804) was purchased from Sigma (St. Louis, MO). Cycloheximide (CHX) (Cat# sc-3508B) was purchased from Santa Cruz Biotechnology, Inc. (Dallas, TX). MG132 (Cat# M7449) was purchased from Sigma (St. Louis, MO). Cisplatin (Cat# S1166), BI2536 (Cat# S1109), and MK-2206 (Cat# S1078) were purchased from Selleck (Houston, TX).

**Cell proliferation analysis**

Cell proliferation was measured using the iCelligence system (ACEA Biosciences Inc., San Diego, USA). Briefly, 24 h after transfection, cells were seeded in E-plate 16 PET (5x10^3^ cells/well), and cellular index (value derived from electrical impedance that reflects the number of living cells) was measured every 1 hour for 48 hours. Moreover, EdU staining was performed to assess cell proliferation ability by using the Cell-Light EdU imaging kit (RiboBio Co., Guangzhou, China) following the manufacturer’s instructions.

**Colony formation assay**

For colony formation assay, cells were seeded in a 6-well plate (800 cells/well) and cultured for 10 days. Cells were rinsed with PBS, fixed with 4% paraformaldehyde for 15 min and stained with 0.1% crystal violet for 10 min, wash 3 times with PBS, then air-dried.

**RNA extraction, reverse transcription, and real-time quantitative PCR (qPCR)**

Total RNA was extracted from frozen tissues or cells using TRIzol reagent (ThermoFisher Scientific). Reverse transcription was performed using the HiScript II 1st Strand cDNA Synthesis Kit (Vazyme, Nanjing, China) with 1 μg total RNA. qPCR amplification was performed using ChamQ SYBR qPCR Master Mix (Vazyme) on a 7500 FAST real-time PCR system (Applied Biosystems, Foster City, CA). The reaction conditions for qPCR was 95°C for 30 sec, followed by 40 cycles of 95°C for 10 sec and 60°C for 30 sec. The specificity of the primer was tested by melting curve analysis. The comparative Ct method was used for quantifying target mRNA expression normalized to that of 18S rRNA and relative to the calibrator. The qPCR primers were listed in **Table S8**.

**Western blotting**

Tissues or cells were lysed with RIPA buffer containing Protease and Phosphatase Inhibitor Cocktail (Pierce, Rockford, IL). Protein concentrations were determined using BCA Protein Assay Reagent (Pierce). Cell lysates or CoIP elutes was separated by SDS-PAGE, and transferred to Immobilon-P Transfer Membranes (Millipore, Billerica, MA) by wet transfer. The membranes were blocked with 5% nonfat milk for 2 h at room temperature, incubated with primary antibody overnight at 4°C. After 3 washes with TBST, membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibody (Beyotime, Nanjing, China) at room temperature for 2 h, and then washed 3 times with TBST. Membranes were detected using the Western Bright ECL HRP substrate (Advansta Inc., San Jose, CA). The relative protein amount was quantified by densitometry using ImageJ software.

**Immunohistochemical staining and analysis**

The immunohistochemical staining (IHC) was performed on tissue microarrays (TMAs), which were fixed in formalin, paraffin-embedded and cut into 5 μm and 1.5 mm in diameter sheets and contained 165 cases of LSCC and ANM arrays stored in the biobank of First Hospital of Shanxi Medical University (**Table S9**). TMA sections were dewaxed and re-hydrated in descending concentrations of ethanol (100%, 90%, 80%, 70%). Samples were processed in an autoclave with sodium citrate for antigen retrieval. Endogenous peroxidase activity was blocked by immersing tissue sections in 3% H_2_O_2_ in methanol (v/v) at room temperature for 10 min. Nonspecific staining was reduced by incubating sections with normal nonimmune serum (Boster Co., Hubei, China) for 15 min at room temperature. The sections were incubated with primary antibody overnight at 4°C in a moist chamber, and washed 3 times with PBST (containing PBS and 1‰ Tween20). Sections were incubated with HRP-conjugated secondary antibody (MaxinBio, Fuzhou, China) for 15 min at room temperature, then washed 3 times for with PBST. Diaminobenzidine (Dako, Glostrup, Denmark) was used as a chromogen and hematoxylin for counterstaining. Then, sections were dehydrated and mounted with coverslips. The entire TMA sections were scanned on Panoramic slide scanner II (3D HISTECH, Budapest, Hungary) and quantified with Case Viewer soft version 2.3 (3D HISTECH, Budapest, Hungary) to obtain the IHC score of each dot by two independent pathologists with agreements, but adjuster when argued. The slides were coded and pathologists were blinded for the information of LSCC patients.in order to avoid the observer bias. The section with IHC score above the median value was defined as high expression, and vice versa.

**Chromatin Immunoprecipitation (ChIP)**

ChIP was performed using the EZ-ChIP Kit (Millipore, Darmstadt, Germany) according to the manufacturer’s instructions. Briefly, cells were cross-linked with 37% formaldehyde (final concentration 1% in culture media), pelleted, and resuspended in SDS lysis buffer containing 1X protease inhibitor cocktail. The cells were sonicated and centrifuged to remove the insoluble material. The supernatants were collected and incubated with indicated antibody and Protein G agarose beads overnight at 4°C with rotation. The beads were washed, and the precipitated chromatin complexes were collected, purified, and de-crosslinked at 65°C for 4 h, followed by RNase and proteinase treatment, and then DNA was purified using spin columns. The resulting DNA fragments were quantified.

**References**

1. Wu, C. P. et al. Establishment and characterization of a novel HPV-negative laryngeal squamous cell carcinoma cell line, FD-LSC-1, with missense and nonsense mutations of TP53 in the DNA-binding domain. *Cancer Lett.* **342**, 92-103 (2014).

# Supplementary material for: Targeting SKA3 suppresses the proliferation and chemoresistance of laryngeal squamous cell carcinoma via impairing PLK1–AKT axis-mediated glycolysis
**Source:** Cell Death Dis. 2020 Oct 26;11(10):919. doi: 10.1038/s41419-020-03104-6
**Supplement:** Supplementary file 2 — Supplementary Figure Legends

**Targeting SKA3 suppresses the proliferation and chemoresistance of laryngeal squamous cell carcinoma via impairing PLK1-AKT axis-mediated glycolysis**

Wei Gao^1,2,3,4,5^, Yuliang Zhang^1,2^, Hongjie Luo^1^, Min Niu^1,2^, Xiwang Zheng^1,2^, Wanglai Hu^6^, Jiajia Cui^1,2^, Xuting Xue^1,2^, Yunfeng Bo^7^, Fengsheng Dai^1,3^, Yan Lu^8^, Dongli Yang^1,3^, Yujia Guo^1,2^, Huina Guo^1,2^, Huizheng Li^9^, Yu Zhang^10,4^, Tao Yang^11^, Li Li^5^, Linshi Zhang^12^, Rui Hou^13^, Shuxin Wen^14,2,🖂^, Changming An^15,🖂^, Teng Ma^16,🖂^, Lei Jin^17,🖂^, Wei Xu^18,19,20,🖂^ and Yongyan Wu^1,2,3,4,11,🖂^

**Yongyan Wu**, , ORCID: 0000-0003-1669-3860

**Wei Xu**, , ORCID: 0000-0002-9977-7535

**Lei Jin**, , ORCID: 0000-0001-7187-9671

**Teng Ma**, , ORCID: 0000-0002-8360-1543

**Changming An**, , ORCID: 0000-0002-8353-4547

**Shuxin Wen,** , ORCID: 0000-0002-8377-2481

**Supplementary Figure Legends**

**Figure S1. Effects of SKA3 on glycolysis in LSCC cells.** FD-LSC-1 and TU-177 cells were transfected with SKA3-overexpression plasmid (SKA3-OE), empty vector (Vector), siRNAs targeting SKA3 (SKA3-KD), or negative control siRNAs (NC) for 36 hr. Acidification of the culture medium was evaluated by visually inspecting the color of the medium.

**Figure S2. Effects of SKA3 on glycolytic genes expression in LSCC cells.** Knockdown or overexpression of SKA3 was performed in FD-LSC-1 and TU-177 LSCC cells for 48 h. The expression levels of GLUT2, HK1, GPI, PFKFB2, PFKP, ALDOA, PGK1, PGAM1, ENO1, PKM2, and LDHA were determined using western blot analysis.

**Figure S3. Generation of Ska3-knockout mice using CRISPR/Cas9 technology.** (A) Diagram of paired gRNA and validation primer for generation of Ska3-knockout mouse. (B) PCR-genotyping of Ska3-knockout transgenic mice during development. Male and female Ska3-knockout heterozygous mice were cohabitated, and then embryos were collected after 5.5, 7.5, 9.5, 12.5, 13.5, 14.5, and 16.5 days after cohabitation (dpc) (top). Results: Heterozygote, 1040 bp and 574 bp amplicons; wild-type, 574 bp amplicon (bottom). Representative images are shown.

**Figure S4. Enrichment of SKA3 binding proteins by Co-immunoprecipitation.** Cell lysates of TU-177 cells stably expressing Flag-SKA3 were immunoprecipitated using an anti-Flag antibody. The eluates were resolved using SDS-PAGE, and the gels were stained with Coomassie Brilliant Blue. The unique protein bands were excised from the gels and subjected to mass spectrometry. Representative gel image was showed.

**Figure S5. Knockdown of HK2, PFKFB3 or PDK1 reversed SKA3 stimulated aerobic glycolysis.** (A-B) SKA3-overexpressing FD-LSC-1 (A) and TU-177 (B) cells were transfected with siRNAs targeting HK2, PFKFB3, or PDK1 or with a negative control. After 48 h, glycolysis was measured using a Seahorse energy metabolism instrument (Seahorse XFP). Data represent the mean ± SD of three experiments.

**Figure S6. PLK1 expression level is positive correlated with SKA3 level in HNSCC single cell dataset.** (A) The plots show expression levels of SKA3 and PLK1 (log2TPM) in individual cells of four non-immune cell types. (B) The correlation between SKA3 and PLK1 expression (log2TPM) in same single cell. The data were derived from single-cell transcriptomic analysis of head and neck cancer by Puram et al. (Cell, 171(7), pp.1611-1624.).

**Figure S7. Expression verification of wild-type and domain deleted SKA3 expression plasmids.** FD-LSC-1 and TU-177 cells were transfected with SKA3-WT, SKA3-ΔN, SKA3-ΔC expression plasmid or an empty vector for 48 h, and the expression of SKA3 was detected by western blotting using antibody against Flag.

# Supplementary material for: Targeting SKA3 suppresses the proliferation and chemoresistance of laryngeal squamous cell carcinoma via impairing PLK1–AKT axis-mediated glycolysis
**Source:** Cell Death Dis. 2020 Oct 26;11(10):919. doi: 10.1038/s41419-020-03104-6
**Supplement:** Supplementary file 10 — Supplementary Table S1-S9

**Targeting SKA3 suppresses the proliferation and chemoresistance of laryngeal squamous cell carcinoma via impairing PLK1-AKT axis-mediated glycolysis**

Wei Gao^1,2,3,4,5^, Yuliang Zhang^1,2^, Hongjie Luo^1^, Min Niu^1,2^, Xiwang Zheng^1,2^, Wanglai Hu^6^, Jiajia Cui^1,2^, Xuting Xue^1,2^, Yunfeng Bo^7^, Fengsheng Dai^1,3^, Yan Lu^8^, Dongli Yang^1,3^, Yujia Guo^1,2^, Huina Guo^1,2^, Huizheng Li^9^, Yu Zhang^10,4^, Tao Yang^11^, Li Li^5^, Linshi Zhang^12^, Rui Hou^13^, Shuxin Wen^14,2,🖂^, Changming An^15,🖂^, Teng Ma^16,🖂^, Lei Jin^17,🖂^, Wei Xu^18,19,20,🖂^ and Yongyan Wu^1,2,3,4,11,🖂^

**Yongyan Wu**, , ORCID: 0000-0003-1669-3860

**Wei Xu**, , ORCID: 0000-0002-9977-7535

**Lei Jin**, , ORCID: 0000-0001-7187-9671

**Teng Ma**, , ORCID: 0000-0002-8360-1543

**Changming An**, , ORCID: 0000-0002-8353-4547

**Shuxin Wen,** , ORCID: 0000-0002-8377-2481

**Supplementary Tables:**

**Table S1. Top 50 upregulated genes in LSCC tissues screened by transcriptome sequencing.**

**Table S2. Correlation between SKA3 expression and clinicopathological features in 165 LSCC patients.**

| **Characteristics** | **Number of Cases**  **(n)** | **SKA3 IHC Score**  **(Mean ± Std.)** | ***P* value** |
| --- | --- | --- | --- |
| **Age** |  |  |  |
| <60 | 80 | 78.32 ± 21.05 | 0.885 |
| ≥60 | 85 | 78.81 ± 22.15 |  |
| **Sex** |  |  |  |
| Female | 7 | 91.55 ± 13.39 | 0.104 |
| Male | 158 | 78.00 ± 21.70 |  |
| **Primary Site** |  |  |  |
| Glottic | 72 | 75.26 ± 22.00 | 0.189* |
| Supraglottic | 87 | 81.48 ± 21.42 |  |
| Subglottic | 6 | 76.27 ± 13.14 |  |
| **Differentiation** |  |  |  |
| Well | 44 | 73.08 ± 20.52 | 0.052* |
| Moderately | 88 | 78.88 ± 22.12 |  |
| Poorly | 33 | 85.08 ± 20.03 |  |
| **T Staging^1^** |  |  |  |
| T1 + T2 | 74 | 71.11 ± 23.31 | ***<0.001*** |
| T3 + T4 | 91 | 84.65 ± 17.98 |  |
| **Cervical lymph node metastasis** |  |  |  |
| N0 | 119 | 76.54 ± 22.33 | 0.051 |
| N+ | 46 | 83.83 ± 18.65 |  |
| **Distant metastasis** |  |  |  |
| M0 | 152 | 77.64 ± 21.25 | 0.056 |
| M1 | 13 | 89.52 ± 23.04 |  |
| **Clinical stage** |  |  |  |
| I + II | 64 | 68.00 ± 21.76 | ***<0.001*** |
| III + IV | 101 | 85.28 ± 18.63 |  |

^1^TNM Staging is referring to the 8th AJCC TNM Staging Criteria.

^*^The data were analyzed by using one-way ANOVA.

**Table S3. Differentially expressed gene in SKA3 knockdown LSCC cells.**

**Table S4. Identification of SKA3 binding proteins in LSCC cells by CoIP and mass spectrometry.**

**Table S5. Clinical features of 53 LSCC samples for transcriptome sequencing.**

| **Parameters** | **Number of Cases（%）** |
| --- | --- |
| Age |  |
| <60 | 26（49.1） |
| ≥60 | 27（50.9） |
| Sex |  |
| Female | 3（5.7） |
| Male | 50（94.3） |
| Primary Site |  |
| Glottic | 27（50.9） |
| Supraglottic | 21（39.6） |
| Subglottic | 2（3.8） |
| Transglottic | 3 (5.7) |
| Differentiation |  |
| High | 7（13.2） |
| Medium | 36（67.9） |
| Low | 10（18.9） |
| T Staging**^1^** |  |
| T1 | 19（35.9） |
| T2 | 13（24.5） |
| T3 | 16（30.2） |
| T4 | 5（9.4） |
| Cervical lymph node metastasis |  |
| N0 | 39（73.6） |
| N+ | 14（26.4） |
| Distant metastasis |  |
| M0 | 53（100.0） |
| M1 | 0（0.0） |
| Clinical stage |  |
| I | 18（33.9） |
| II | 10（18.9） |
| III | 14（26.4） |
| IV | 11（20.8） |

^1^TNM Staging is referring to the 8th UICC/AJCC TNM Staging Criteria

**Table S6**. **siRNA sequences for knockdown experiments.**

| **Target gene name** | **Sense sequence** | **Antisense sequence** |
| --- | --- | --- |
| SKA3 | CCACCUACCAAACAAUCACUA | UAGUGAUUGUUUGGUAGGUGG |
| MYC | GGAAACGACGAGAACAGUU | AACUGUUCUCGUCGUUUCC |
| YY1 | CCUCCUGAUUAUUCAGAAU | AUUCUGAAUAAUCAGGAGG |
| ETS1 | CUGGAAUUACUCACUGAUA | UAUCAGUGAGUAAUUCCAG |
| SP1 | CCCAAGUUUAUUUCUCUCU | AGAGAGAAAUAAACUUGGG |
| PLK1 | CCAACCAUUAACGAGCUGCUU | AAGCAGCUCGUUAAUGGUUGG |
| PTEN | CCACAGCUAGAACUUAUCAAA | UUUGAUAAGUUCUAGCUGUGG |
| HK2 | GUGGACAGGAUACGAGAAA | UUUCUCGUAUCCUGUCCAC |
| PFKFB3 | AGCUGCCUGGACAAAACAUG | CAUGUUUUGUCCAGGCAGCU |
| PDK1 | GCCUGCAAGAUGAUCUUUA | UAAAGAUCAUCUUGCAGGC |
| Negative control (NC) | UUCUCCGAACGUGUCACGU | ACGUGACACGUUCGGAGAA |

**Table S7. Sequences for shRNA plasmid construction for HCS.**

**Table S8**. **Primer sequences for qPCR experiments.**

| **Gene symbol** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| SKA3 | GCTCAGCATGGACCCTATCC | TGGATAATCTTCAAAGTCGCTTTCC |
| MYC | GGAGGCTATTCTGCCCATTT | GAGTCGTAGTCGAGGTCATAGT |
| YY1 | ATTGACCTCTCAGATCCCAAAC | TTTCTCATGGCCGAGTTATCC |
| ETS1 | GACCGTGCTGACCTCAATAA | CATCTCCTGTCCAGCTGATAAA |
| SP1 | CCACTCCTTCAGCCCTTATTAC | GCCTGATCTCAGAAGCCATT |
| PLK1 | CAACACGCCTCATCCTCTAC | CAAGTGCTCGCTCATGTAATTG |
| HK2 | AGGTCCTGATGCGGTTGG | TCGCCTTTGTTCTCCTTGAT |
| PFKFB3 | CGAGAACGAGCACAACCT | TCAGAGCACTGGCAAACT |
| PDK1 | AATCACCAGGACAGCCAATA | CTCGGTCACTCATCTTCACA |
| 18S rRNA | CCTGGATACCGCAGCTAGGA | GCGGCGCAATACGAATGCCCC |
| MYC-ChIP-1 | GTGCTTGTCAGTAAAATACCA | TACTGCAACTGTGGACCACGT |

**Table S9. Clinical features of 165 LSCC samples for IHC staining.**

| **Parameters** | **Number of Cases（n, %）** |
| --- | --- |
| **Age** |  |
| <60 | 80（48.5） |
| ≥60 | 85（51.5） |
| **Sex** |  |
| Female | 7（4.2） |
| Male | 158（95.8） |
| **Primary Site** |  |
| Glottic | 72（43.6） |
| Supraglottic | 87（52.7） |
| Subglottic | 6（3.7） |
| **Differentiation** |  |
| Well | 44（26.7） |
| Moderately | 88（53.3） |
| Poorly | 33（20.0） |
| **T Staging^1^** |  |
| T1 | 37（22.4） |
| T2 | 37（22.4） |
| T3 | 43（26.1） |
| T4 | 48（29.1） |
| **Cervical lymph node metastasis** |  |
| N0 | 119（72.1） |
| N+ | 46（27.9） |
| **Distant metastasis** |  |
| M0 | 152（92.1） |
| M1 | 13（7.9） |
| **Clinical stage** |  |
| I | 33（20.0） |
| II | 31（18.8） |
| III | 35（21.2） |
| IV | 66（40.0） |

^1^TNM Staging is referring to the 8th UICC/AJCC TNM Staging Criteria

How the deposited data were processed for this re-analysis (not part of the article)

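The data are 4 RNA-seq libraries of TU-177 cells, 2 of NC and 2 of SKA3-KD cultures, mapped to condition and replicate from the sample labels. All value columns of the deposited table belong to these libraries. RNA was extracted with Trizol and sequenced on an Illumina HiSeq platform. The authors deposited FPKM values per gene, normalized for gene length and library size, and the aligner, annotation and build that made them are not stated. An HTSeq-FPKM workflow is named for the tissue samples in the legend of Fig. 8F and not for these cells. The statistics section names an independent t test and Fisher's exact test for the paper in general, without saying which was used on the sequencing data.

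Of 28729 genes in the table, 26504 were above 0 in at least 1 library. Gene symbols, positions and exon lengths were taken from GENCODE 29 (GRCh38) by Ensembl identifier, which covered 27199 genes. This build may differ from the authors' build. Whole reads were recovered from the steps of the FPKM values, directly with the GENCODE 29 exon length for 68.1% of the genes above 0. Where that length gave no whole numbers, they were taken as whole numbers in the proportions between the libraries, which brought the share to 93.1%. Reads of the remaining genes were rounded to whole numbers or, without a length, set to 1 wherever the FPKM was above 0. The library sizes behind the FPKM values were 11966130 (NC 1), 9015056 (NC 2), 10177854 (SKA3-KD 1) and 11793604 (SKA3-KD 2). The recovered reads on genes summed to 102.71%, 101.71%, 103.32% and 103.21% of these. The 10 highest genes took between 6.15% and 6.37% of the total in each library.

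The main comparison was SKA3-KD against NC with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a mean-variance trend on log2(FPKM + 1). It covered 12645 genes with a mean FPKM of at least 1, without further scaling, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Fixed lists of genes, 12 in all, were tested with camera at a preset correlation of 0.01 and adjusted over the 12 lists. They cover glycolytic enzymes, glycolysis regulators and transporters, the panel of Supplementary Fig. S2, hypoxia-inducible genes, mitosis, DNA replication, ribosomal proteins, oxidative phosphorylation, heat shock proteins, interferon-stimulated genes, p53 targets and cholesterol synthesis. Some members were known from Table S3 to be changed when the lists were written. Over-representation of the glycolytic enzymes among the lower genes was tested by a one-sided Fisher's exact test against all genes tested, which decides nothing at settings that call none of them. GO and KEGG annotations were not used here. The genes named are every gene the paper names in its glycolysis, PLK1-AKT, SKA complex and c-Myc sections, the 5 largest falls and the 5 largest rises among genes past the threshold without overlap between the groups, and list members past the threshold. The results of some of these genes are not reported here. SLC2A2, the gene of GLUT2, is not analysed here.

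The test, the lists, the naming rule and most alternatives were set before the data were examined. Those alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, eBayes without a trend, robust eBayes, the replicate number as a block, other thresholds, each library left out, an estimated correlation in camera, fry, and 10000 random lists of the same size matched on mean expression. A further 3 settings were added after seeing the data. These were a correction of each library for its trend with GC content and gene length (loess, span 0.5), limma voom on the recovered reads, and a mean of at least 20 recovered reads. GC content was known for 12241 of the genes tested, or 96.8%.

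The steps were tested on simulated data drawn from the means and depths of these libraries. Over 11948 simulated genes, limma on log2(FPKM + 1) recovered 156 of 193 changed genes and made 16 false calls, 9.3% of its calls. Over 11602 simulated genes, limma voom recovered 197 of 200 with 6 false calls. The changed genes were changed 2-fold and were drawn from genes with more reads. Camera called a simulated list of 20 shifted genes and did not call an unshifted list. All genes were drawn independently of each other, so this does not test the preset correlation, on which the list calls depend. The GC and length correction and the random lists were not tested this way. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.

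The copy of Table S3 used here holds 639 genes, 366 lower and 273 higher. The paper gives no total for it, so no overlap or enrichment test was run on it and it served only to compare values gene by gene.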

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

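The paper discusses glycolysis among the genes that changed. The lists below lie outside that discussion and moved beyond the difference between the NC libraries. The tests of the GC and length correction, of the highest genes and of mitosis against DNA replication were chosen after the list shifts were seen. All of these lists passed limma camera with a preset correlation. With the correlation estimated from these libraries none did, with adjusted p-values of 0.393, and under fry only the p53 target genes passed.

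Mitosis genes were higher in SKA3-KD, with a median log2 fold change of 0.33 over 47 genes, 41 of them higher (adjusted p = 2.52e-11, limma camera), 21 past the threshold over all genes and 32 adjusted over the list alone. None was lower past the threshold over all genes, and 1 was adjusted over the list alone. The shift was 0.34 in SKA3-KD 1 and 0.31 in SKA3-KD 2. The NC libraries also differed on this list, by -0.13 (NC 2 minus NC 1), which is less than the shift. PLK1 had the largest log2 fold change of the list. After the correction for GC content and gene length the median was 0.33, and under quantile normalization it was 0.30, both past the threshold, which argues against either as the whole cause. The change in the share of reads on the 10 highest genes could move all other genes by only 0.0005 on the log2 scale. A larger share of cells in mitosis in the SKA3-KD cultures stays open and is not decided by these libraries. The mitosis genes exceeded the DNA replication genes by 0.34 (95% bootstrap interval over genes 0.21 to 0.46), but this difference is close to the mitosis shift itself. DNA replication genes themselves had a median of -0.01 (adjusted p = 0.343), with 22 lower and 20 higher. Of them 5 were lower and 3 higher past the threshold, and 8 and 3 adjusted over the list alone. MKI67, a proliferation marker, had a log2 fold change of 0.05 (adjusted p = 0.602, limma) and of -0.00 after the GC and length correction. The number of cells in mitosis was not measured in these cultures.

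Heat shock proteins had a median of 0.28 over 30 genes, 27 of them higher (adjusted p = 6e-08, limma camera), 14 past the threshold over all genes and 23 adjusted over the list alone. HSPD1, CCT3 and CCT5 were lower past it, and 3 were lower adjusted over the list alone. The shift was 0.33 in SKA3-KD 1 and 0.25 in SKA3-KD 2. The medians were 0.30 after the GC and length correction and 0.30 under quantile normalization. Without the 8 members that have near-identical copies, the remaining 22 had a median of 0.23, at percentile 100 of 10000 matched random lists. On the full list the difference between the NC libraries lay at percentile 2.55, so such percentiles do not measure the spread between cultures. The medians argue against sequence composition, scaling and shared reads as the whole cause. Stress from the handling of the cultures or from selection was not tested and stays open.

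Oxidative phosphorylation genes had a median of -0.17 over 66 genes, 57 of them lower (adjusted p = 8.58e-09, limma camera). Past the threshold 11 were lower over all genes and 19 adjusted over the list alone. The NC libraries differed by -0.08 on this list, in the same direction as SKA3-KD 2 from SKA3-KD 1 (-0.10), so part of its variation is unrelated to the groups. The median was -0.16 after the GC and length correction and -0.18 under quantile normalization, which argues against these as the whole cause. No biological explanation was tested.

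Cholesterol synthesis genes had a median of -0.21 over 23 genes, 18 of them lower (adjusted p = 0.000252, limma camera), with 7 lower past the threshold over all genes and 12 adjusted over the list alone. PMVK (0.30) was the 1 gene higher past the threshold over all genes, and 2 were higher adjusted over the list alone. The values were -0.19 in SKA3-KD 1 and -0.25 in SKA3-KD 2. The median stayed at -0.21 after the GC and length correction and was -0.20 under quantile normalization. Density of the cultures and lipids in the serum were not tested and stay open.

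The p53 target genes had a median of -0.14 over 25 genes, with 16 lower and 9 higher (adjusted p = 0.00247, limma camera). It was -0.13 after the GC and length correction and -0.13 under quantile normalization. This list is less even than the others. With a mean FPKM of at least 5 its median was -0.02, and leaving out NC 2 gave -0.22. CDKN1A (-0.38), DDB2 (-0.45), CCNG1 (-0.36), RPS27L (-0.82), PERP (-1.77) and SUSD6 (-0.71) were lower past the threshold over all genes, and 9 genes were when adjusted over the list alone.

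For all of these lists, each condition has 2 cultures, and a difference between the cell populations that arose during selection cannot be separated from the knockdown. Of the 3 splits of the 4 libraries into 2 and 2, only 1, the labelled one, gave 1551 genes past the threshold, and the other splits gave 0. With 3 splits such a share cannot fall below 0.333, so this count alone excludes nothing.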

How the results depend on the processing

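SKA3 was lower in SKA3-KD past the threshold under every alternative with all 4 libraries, with log2 fold changes from -1.28 to -1.04. PLK1 was higher past it under every such alternative, from 0.70 to 0.78. The mitosis (0.30 to 0.33), heat shock (0.26 to 0.30), hypoxia (-0.35 to -0.25), ribosomal protein (-0.21 to -0.13), oxidative phosphorylation (-0.20 to -0.16), cholesterol synthesis (-0.27 to -0.20) and p53 (-0.19 to -0.02) lists kept their direction and these ranges under every alternative with all 4 libraries. They kept their side of the threshold except under an estimated correlation and fry.

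The number of changed genes depended on the settings. Against 772 lower and 779 higher genes, the counts were 1912 and 2046 at an unadjusted p-value under 0.05, 1356 and 1442 at an adjusted p-value under 0.1, and 329 and 198 with a fold change of at least 1.5 as well. They were 81 and 48 without the filter and 381 and 312 without the trend. All 129 genes called without the filter and 658 of the 693 called without the trend were among the 1551. The settings added after seeing the data gave 1277 and 1287 (GC and length correction), 1752 and 1639 (limma voom) and 1211 and 1290 (a mean of at least 20 reads), and shared 1491, 1476 and 1483 genes with the 1551. Without the filter many more genes near 0 enter the test. The other causes were not tested.

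The odds ratio of the glycolytic enzymes among the lower genes decides nothing at the settings that called none of them. It was 2.56 at an unadjusted p-value under 0.05, 1.92 at an adjusted p-value under 0.1, 1.98 with the GC and length correction and 4.22 with limma voom. It was 0.482 with a mean FPKM of at least 5 and 0.565 with a mean of at least 20 reads, where 1 enzyme was called. Among these 6 settings only limma voom was past 0.05 by Fisher's exact test (p = 0.00983, with p-values from 0.00983 to 0.874). The glycolytic enzymes list passed the threshold with the GC and length correction (-0.19, adjusted p = 0.0193) and with limma voom (-0.17, adjusted p = 0.0218), within a range from 0.0193 to 0.585 over its alternatives. Limma voom also brought the regulators and transporters (-0.17), the panel of Supplementary Fig. S2 (-0.17) and the interferon-stimulated genes (-0.12) past it. It called HK2 (-0.52) and PDK1 (-0.65), and PDK1 was called with a mean of at least 20 reads too (-0.46). PFKFB3 was higher past the threshold with a pseudocount of 0.1 (0.44), a mean FPKM of at least 5 (0.39), robust eBayes (0.39), the GC and length correction (0.33), limma voom (0.44) and a mean of at least 20 reads (0.39). PFKP was higher past the threshold with a mean FPKM of at least 5 (adjusted p = 0.0238), the GC and length correction (0.0423), limma voom (0.0011) and a mean of at least 20 reads (0.0192), against 0.0669. PDK1 has no value with a mean FPKM of at least 5, which leaves it out. The GC and length correction took MKI67 from 0.05 to -0.00. The causes were not tested.

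With the correlation estimated in camera, and again under fry, the mitosis (0.33), heat shock (0.28), hypoxia (-0.27), ribosomal protein (-0.19), oxidative phosphorylation (-0.17) and cholesterol synthesis (-0.21) lists lost their adjusted p-value under 0.05. The p53 list (-0.14) lost it with the estimated correlation, at 0.393, and kept it under fry, at 0.047. The lowest adjusted p-value that any list reached was 0.393 with the estimated correlation. An estimated correlation from 4 libraries is itself uncertain. Both tests use the same medians, so only the p-values change.

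The replicate numbers are shared between the groups, but nothing in the labels or the paper says that they mark a shared culture or day. The correlation between NC 1 and SKA3-KD 1 of their deviations from the group means was 0.0973 over 12645 genes. This is low, but it does not show that the samples share only a number. Replicate 2 minus replicate 1 rose with GC content in both groups (rho 0.457 in NC and 0.274 in SKA3-KD), so a shared batch is not excluded. With the replicate block, 965 genes were lower and 1002 higher. SKA3 had a log2 fold change of -1.09 (adjusted p = 0.0175, limma). The glycolytic enzymes list, at -0.15, passed the threshold in that fit (adjusted p = 0.0349), and so did PFKP (0.42, adjusted p = 0.0393). No other list changed its call.

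Leaving out each library in turn gave ranges of 0.26 to 0.38 for the mitosis genes, 0.24 to 0.33 for the heat shock proteins, -0.23 to -0.16 for the ribosomal proteins, -0.22 to -0.14 for oxidative phosphorylation, -0.30 to -0.08 for the glycolytic enzymes, -0.30 to -0.03 for the Supplementary Fig. S2 panel, -0.44 to -0.12 for the hypoxia-inducible genes, -0.14 to -0.05 for the regulators and transporters, -0.25 to -0.19 for cholesterol synthesis, -0.16 to -0.09 for the interferon-stimulated genes, -0.22 to -0.11 for the p53 targets and -0.03 to 0.01 for DNA replication. The correlation with Table S3 ranged from 0.973 to 0.994. The glycolytic enzymes, the Supplementary Fig. S2 panel and the hypoxia-inducible genes depend on SKA3-KD 1, which gives the value farther from 0 when SKA3-KD 2 is left out. Some single genes near 0 changed sign. HK1 and ENO1 ran from -0.01 without SKA3-KD 2 to 0.13 without SKA3-KD 1, and ALDOA from -0.33 to 0.01 in the same fits. HK2 ran from -0.80 to -0.19 and PDK1 from -0.64 to -0.28. No p-values were computed with a single library in a group.

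Among the other genes named, the most changes came without the filter, where 12 lost the threshold. Depth limits the genes with few reads. A mean of at least 20 reads leaves out 1165 of the genes tested, the short RNAs with the largest fold changes among them.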

Differences from the paper's values

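The paper's values are the log2 fold changes of Supplementary Table S3, in the same direction as those here. Those here are of log2(FPKM + 1), and the paper does not say how its values were computed. On log2 FPKM without the added 1, the slope of the table on both SKA3-KD libraries against NC was 0.807 over the 639 genes. It was 0.918 over the 421 genes with at least 500 reads in every library. The table's values thus tended to be smaller in size. All 639 genes of the table had the same sign here, with a Pearson r of 0.99 across genes, which are not independent replicates. Of them 575 were past the threshold here, and 631 with limma voom on the recovered reads, a setting chosen after seeing the values.

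The log2 fold change of SKA3 was -1.09 here against the paper's -0.91. For NT5E the values were 1.93 and the paper's 1.49, for CIAO2B -1.92 and the paper's -1.45, for RHOBTB1 -1.78 and the paper's -1.70, for SH3GL2 -1.70 and the paper's -1.24, and for GAS1 1.34 and the paper's 0.95. None of the alternatives set before the data were examined closed the gap for these 6 genes.

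PDK1 had -0.46 here against the paper's -0.73. A pseudocount of 0.1 (-0.62) and leaving out SKA3-KD 2 (-0.64) brought it within the error of the paper's value, and the other alternatives set before the data were examined did not. With limma voom, chosen after seeing the values, it was -0.65. EGFR had 0.62 against the paper's 0.52, and leaving out NC 1 (0.59) or SKA3-KD 2 (0.54) closed the gap, unlike the other alternatives. PDK4 had -1.84 against the paper's -1.64, and PERP -1.77 against the paper's -1.63. Leaving out NC 1 (-1.71 for both) or SKA3-KD 2 (-1.75 and -1.71) closed these gaps and the other alternatives did not. AXL had 1.42 against the paper's 1.31, and only leaving out NC 1 (1.34) closed the gap.

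Here 772 genes were lower and 779 higher, against the 366 and 273 of the paper's table. Of the alternatives set before the data were examined, a fold change of at least 1.5 in addition to the adjusted p-value (329 and 198) and eBayes without a trend (381 and 312) came within 1.5 times of the paper's counts, and the others did not.

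The paper gives glycolysis as the leading term among the genes lower in SKA3-KD. None of 16 glycolytic enzymes was past the threshold here, 5 of them were at an unadjusted p-value under 0.05, and as a list their median was -0.15 (limma camera, adjusted p = 0.0568). The list passed with the replicate block (adjusted p = 0.0349), an alternative set before the data were examined. It also passed with the GC and length correction (0.0193) and with limma voom (0.0218), both chosen after seeing the values, and limma voom also called 6 of the 16. The paper's table lists 8 glycolytic enzymes as lower, HK2 among them, and 0 as higher. It also lists PDK1 as lower, and neither HK2 nor PDK1 was past the threshold here. Limma voom called both, and a mean of at least 20 reads, also chosen after seeing the values, called PDK1.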

Other observations

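The tests on the SKA3-KD replicates, except that of GC content, on the interferon-stimulated genes and on Table S3 were chosen after the values were seen.

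The paper reports lower protein levels of HK2, PFKFB3 and PDK1 after SKA3 silencing (Fig. 3E), in blots that are another experiment. It reports no such fall for the other glycolysis-related proteins it blotted (Supplementary Fig. S2), and PFKFB2 is among those. In the TU-177 libraries the mRNA of HK2 was lower in both SKA3-KD libraries, by -0.80 and -0.19. PDK1 (chromosome 2 of GRCh38, 172555373 to 172608669) went from 3.27 ± 0.108 to 2.13 ± 0.554 FPKM (SD, n = 2), a log2 fold change of -0.46 (standard error 0.15, adjusted p = 0.111, limma), with -0.64 in SKA3-KD 1 and -0.28 in SKA3-KD 2. PFKFB3 (chromosome 10, 6144934 to 6254644) went the other way, from 5.51 ± 0.547 to 7.50 ± 0.187 FPKM, a log2 fold change of 0.39 (standard error 0.09, adjusted p = 0.0508, limma), and was higher in both SKA3-KD libraries. The genes of the panel in Supplementary Fig. S2 that were tested had a median of -0.16 over 10 genes (limma camera, adjusted p = 0.0971), and PFKFB2 was the only one past the threshold, over all genes or adjusted over the list alone. Without SKA3-KD 2 this median was -0.30, and without SKA3-KD 1 it was -0.03.

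The paper proposes that SKA3 acts on glycolysis through PLK1 and AKT. It reports less PLK1 protein after SKA3 knockdown (Fig. 4D), in blots that are another experiment. PLK1 mRNA (chromosome 16, 23677656 to 23690367) rose from 24.8 ± 1.48 to 42.6 ± 0.266 FPKM (SD, n = 2), a log2 fold change of 0.76 (standard error 0.07, adjusted p = 0.0103, limma). AKT1 (0.25) and AKT2 (-0.27) were not past the threshold. MYC had a log2 fold change of -0.42 (adjusted p = 0.0301, limma, with 0.000258 to 0.0875 over the alternatives). SKA2 had 0.34 and EGFR 0.62. SKA1 (0.28), NDC80 (0.23), ETS1 (0.22), SP1 (-0.18), YY1 (-0.09), MKI67 (0.05) and PFKP (0.42) were not past it. These are mRNA levels and say nothing on protein stability or phosphorylation.

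The SKA3-KD libraries differed on glycolysis. Glycolytic enzymes were lower in SKA3-KD 1 than in SKA3-KD 2 by a median of 0.23 on the log2 scale, while the NC libraries differed by 0.06. SKA3 itself was lowered to 3.77 and 4.12 FPKM. After the correction for GC content and gene length the difference was still 0.20, which argues against that trend as the whole cause. It lay at percentile 100 of 10000 matched random lists. The difference between the NC libraries on this list lay at percentile 98.8 before correction. A high percentile therefore does not set a difference apart from that between cultures of the same group. If it acted on all genes alike, a weaker knockdown in SKA3-KD 2 would shrink every effect as it shrinks that on the glycolytic enzymes. Their ratio between the replicates was 0.261 (95% bootstrap interval over genes -0.626 to 0.81). Over the 6 lists past the threshold outside glycolysis and hypoxia, 266 genes in all, the ratio was 1.21 (1.1 to 1.34), larger than that of the glycolytic enzymes by 0.944 (0.371 to 2.09). Ribosomal proteins, oxidative phosphorylation and cholesterol synthesis had the larger shift in SKA3-KD 2. With the ratio taken as 0.261, SKA3-KD 2 lay farther from the scaled-down shift than the NC libraries lay from each other, in all 6 lists. The margin was small in the p53 target genes (0.07 against 0.06). This argues against a weaker knockdown that shrinks all effects by a single factor as the whole cause. The lists were chosen for passing with both SKA3-KD libraries, which favours shifts of like size in both. A weaker knockdown with uneven effects on genes is not excluded. The intervals cover genes and not libraries. Hypoxia-inducible genes outside glycolysis differed in the same direction, by 0.35 after the correction, also at percentile 100 of the matched random lists. A different oxygen or nutrient state of the cultures, such as their density, may therefore lie behind the difference. Oxygen and density were not measured here, and a real but variable effect of SKA3 on hypoxia-inducible genes stays open too.

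The log2 fold changes of Table S3 followed SKA3-KD 1. After 18 combinations of libraries and ways of averaging had been compared with the table, its values were fitted by least squares on the log2 FPKM of the 4 libraries. Over the 421 genes with at least 500 reads in every library, a limit chosen after the values were seen, the weights were -0.473 and -0.439 for the NC libraries, 0.907 for SKA3-KD 1 (95% bootstrap interval 0.894 to 0.921) and 0.00407 for SKA3-KD 2 (-0.00996 to 0.0186). Across these genes the Pearson r of the table with SKA3-KD 1 alone against the NC mean was 0.9995, with both SKA3-KD libraries 0.9941, and with SKA3-KD 2 alone 0.9769. Over all 639 genes the pattern was less sharp, with weights of 0.718 and 0.0734 (-0.0234 to 0.155) for SKA3-KD 1 and SKA3-KD 2 and r of 0.9861, 0.9826 and 0.9653. The table value was nearer to that of SKA3-KD 1 than to that of SKA3-KD 2 in 482 of the 639 genes and in 345 of the 421. It was so in all 8 glycolytic enzymes in the table, in 5 of 6 regulators and transporters and in 8 of 10 hypoxia-inducible genes. PFKFB2, CA9 and FAM162A were nearer to SKA3-KD 2. So was SKA3 itself, with the paper's value at -0.91, -1.14 in SKA3-KD 1 and -1.04 in SKA3-KD 2. For ALDOA the paper's value is -0.32, with -0.33 in SKA3-KD 1 and 0.01 in SKA3-KD 2, and for PKM it is -0.28, with -0.28 and -0.02. This is consistent with a table computed without SKA3-KD 2, as a hypothesis. The paper does not describe how the table was made, and a method that weights libraries in another way was not tested.

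Interferon-stimulated genes had a median of -0.09 over 18 genes (limma camera, adjusted p = 0.0775), with 13 lower and 5 higher, and -0.16 without NC 2. Past the threshold 4 were lower and 2 higher, and 5 and 2 adjusted over the list alone. By the labels the NC cultures carry a control vector too, so a response to the vector would be in both groups and this comparison cannot show it.

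The shRNA of Table S7 (GCGGTACATCGTATCCCAAGT) matches SKA3 on the minus strand of chromosome 13 of GRCh38 from 21168219 to 21168239, and the siRNA of Table S6 (CCACCTACCAAACAATCACTA) from 21168140 to 21168160. Both sites are exonic in 4 of 7 annotated SKA3 transcripts, in coding sequence or, in part of these transcripts, in the UTR, and no other gene has an exact match. Genes with the seed site of the shRNA in the 3′ UTR (1840 of 10370) differed from the others by a median of 0.00, at percentile 29.1 of 419 other orders of the same bases. Those with the seed site of the siRNA (1617) differed by -0.01, at percentile 52.6 of 209 other orders. Both lie within the other orders, which argues against a common lowering of the genes with these seed sites. The limit for this reading was set after the values were seen. Whether the genes called lower hold more of these sites was not tested, so effects on part of them are not excluded. The labels name an shRNA without its sequence, so whether it was that of Table S7 is not known.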
